# A first-in-class inhibitor of Hsp110 molecular chaperones of pathogenic fungi

**DOI:** 10.1038/s41467-023-38220-2

**Published:** 2023-05-12

**Authors:** Liqing Hu, Cancan Sun, Justin M. Kidd, Jizhong Han, Xianjun Fang, Hongtao Li, Qingdai Liu, Aaron E. May, Qianbin Li, Lei Zhou, Qinglian Liu

**Keywords:** Chaperones, Target identification, Antifungal agents, Fungal biology

## Abstract

Proteins of the Hsp110 family are molecular chaperones that play important roles in protein homeostasis in eukaryotes. The pathogenic fungus *Candida albicans*, which causes infections in humans, has a single Hsp110, termed Msi3. Here, we provide proof-of-principle evidence supporting fungal Hsp110s as targets for the development of new antifungal drugs. We identify a pyrazolo[3,4-*b*] pyridine derivative, termed HLQ2H (or 2H), that inhibits the biochemical and chaperone activities of Msi3, as well as the growth and viability of *C. albicans*. Moreover, the fungicidal activity of 2H correlates with its inhibition of in vivo protein folding. We propose 2H and related compounds as promising leads for development of new antifungals and as pharmacological tools for the study of the molecular mechanisms and functions of Hsp110s.

## Abstract (web summary)

Hsp110 chaperones play important roles in protein homeostasis in eukaryotes. Here, the authors identify a small compound that inhibits fungal Hsp110s as well as the growth and viability of the pathogenic fungus *Candida albicans*, supporting Hsp110s as targets for development of new antifungal drugs.

## Introduction

C*andida albicans* is an opportunistic pathogen that can cause various fungal infections (candidiasis), ranging from oral thrush to candidemia, one of the most prevailing disseminated bloodstream infections (with a mortality rate of over 40%)^1,2^. Although *C. albicans* is typically commensal for healthy people^3,4^, it is one of the leading causes of hospital-acquired infections and can cause serious infections for critically ill or immunocompromised individuals, such as patients with AIDS, cancers, organ transplants, or implants^5–7^. However, only three classes of antifungal drugs targeting two unique pathways (sterol ergosterol and the cell wall) are available to treat candidiasis^8–10^. Moreover, the treatment has been further complicated by a dramatic rise in resistance to these available antifungal drugs^8–10^. Thus, efficient therapeutic options with novel modes of action are needed urgently for treating this dangerous pathogen.

110 kDa Heat Shock Proteins (Hsp110s) are found in the cytosol of eukaryotes and play essential roles in maintaining cellular protein homeostasis (proteostasis)^11–20^. Msi3 is the only Hsp110 in *C. albicans*, and it is essential for the survival, growth, and infection of *C. albicans* in human hosts^19,21,22^. In contrast, Hsp110s are not essential for mammals under normal conditions, as suggested by knockout experiments using mice^23–25^. Moreover, the sequence conservation between human and fungal Hsp110s is relatively low (<40% identity). As a result, Msi3 may represent a favorable target for designing novel and effective therapeutics with fewer side effects for candidiasis. However, no inhibitors have been reported for any fungal Hsp110s. In fact, it has been challenging to develop modulators for Hsp110s in general due to a limited understanding of the molecular mechanisms of their chaperone activity, although inhibiting Hsp110s has been established as a potentially effective strategy against cancers^26–28^. To date, only one specific small molecule inhibitor has been reported for Hsp110s^29^, and this inhibitor is a competitor of ATP for a human Hsp110, which raises questions regarding specificity.

Hsp110s are a unique class of molecular chaperones. They act as both independent chaperones and cochaperones for Hsp70s, another essential class of molecular chaperones^30–32^. In fact, Hsp110s are distant homologs of Hsp70s. By themselves, Hsp110s have a uniquely prominent chaperone activity in preventing aggregation of denatured proteins (i.e., “holdase activity”)^33–37^. However, they do not share the hallmark activity of Hsp70s in directly assisting protein folding. As cochaperones, Hsp110s function as the major nucleotide-exchange factors (NEFs) for cytosolic Hsp70s, facilitating the exchange of ADP for ATP in Hsp70s^13,14,38–40^. Various studies have suggested that Hsp110s participate in almost all known processes associated with cytosolic Hsp70s, including de novo protein folding and refolding under stress, protein transportation into the endoplasmic reticulum, solubilization of protein aggregates, and protein degradation^11,15,17–19,34,35,41–53^. While the function and mechanism of the NEF activity are well established, the functions and biological roles of the holdase activity remain enigmatic.

The unique chaperone activity of Hsp110s is rooted in their distinctive biochemical and structural properties. Hsp110s contain two functional domains: a nucleotide-binding domain (NBD) and a substrate binding domain (SBD). The NBD binds to ATP, which is crucial for both the NEF and holdase activities^16,54–57^. While it has been postulated that the SBD binds to polypeptide substrates, both the substrate binding site and properties remain largely a mystery. Our current biochemical and structural understanding of Hsp110s is primarily based on studies of Sse1, an Hsp110 from *Saccharomyces cerevisiae*^13,14,16,19,34,36,49,54,55,58–64^. Previously, we have solved the first X-ray crystal structure of a full-length Hsp110 using Sse1, revealing extensive NBD-SBD contacts in the ATP-bound state^54^. In addition, two structural studies on Sse1 in complex with Hsp70s have provided insight into the molecular mechanism of its NEF activity^60,61^. To understand the unique chaperone activity of Hsp110s, we recently purified Msi3 and characterized its biochemical properties^65,66^.

In this work, we have taken advantage of the unique biochemical properties of Msi3 and screened an innovative chemical library published recently^67^. Excitingly, we have identified a novel inhibitor of Msi3, designated HLQ2H (shortened as 2H), which strongly inhibits both the biochemical and chaperone activities of Msi3. Interestingly, the holdase activity is almost completely abolished by 2H while the NEF activity is left largely intact. These results provide the first direct evidence to support the importance of the elusive holdase activity of Hsp110s in protein folding. Importantly, 2H shows a strong inhibition on the growth and viability of *C*. *albicans* while having limited toxicity on three human cell lines. Therefore, 2H is an invaluable tool for exploring the elusive mechanisms and functions of Hsp110s and for developing novel antifungals.

## Results

### Identification of 2H, a novel inhibitor for Msi3, the sole and essential Hsp110 in *Candida albicans*

One of the major challenges for inhibitor identification is due in part to a lack of a robust, reliable biochemical assay for screening inhibitors for Hsp110s directly. To search for specific inhibitors for Msi3, we took advantage of its unique biochemical properties. We recently discovered that Msi3 has a high affinity for binding ATP, and this high-affinity binding is controlled by the allosteric coupling between its two functional domains^65,66^. Compounds that inhibit the high-affinity binding of ATP to Msi3 could be caused by either directly disrupting ATP binding to the nucleotide-binding site or influencing allosteric coupling. Thus, this high-affinity ATP binding may allow us to discover modulators with three major modes of inhibition: 1) direct competition with ATP binding, 2) direct modulation of allosteric coupling, and 3) indirect influence of allosteric coupling by affecting the SBD activity. The latter two modes are particularly interesting because of their potential specificity to Msi3. To monitor the high-affinity binding of ATP to Msi3, we set up a fluorescence polarization assay using ATP-FAM, a fluorescently labeled ATP. This robust and reproducible assay (Z-factor = 0.82) enabled us to screen a recently published compound library including 23 novel compounds designed based on the chemical structures of Riociguat and Compound C^67^. Fortunately, we found four structural-related compounds that reduced the ATP binding to Msi3 by more than 50% (Fig. 1a). Among them, 2H showed the most reduction in ATP binding and was therefore selected as the focus of the further investigation. Figure 1b shows the chemical structure of 2H.

**Fig. 1:**
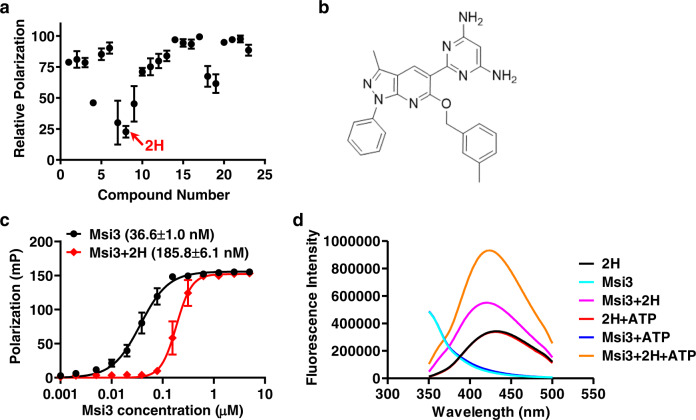
2H was identified as an inhibitor of purified Msi3 protein. **a** The discovery of 2H through a chemical screen. A collection of chemicals was screened for their ability to inhibit ATP-FAM binding to Msi3 in a fluorescent polarization assay. The polarization reading is an indication of ATP-FAM binding to Msi3. Relative polarization was plotted after setting the readings of ATP-FAM and ATP-FAM + Msi3 as 0 and 100, respectively. 2H is highlighted by a red arrow. Data are presented as mean values + /- SEM (*n* = 5 independent experiments). **b** The chemical structure of 2H. **c** The inhibition of 2H on the ATP binding affinity of Msi3. Dissociation constants (K_d_) are listed in parentheses. A fluorescent polarization assay was carried out resembling that in (**a**). Data are presented as mean values + /- SEM (*n* = 3 independent experiments). **d** The binding of 2H to Msi3 in the presence and absence of ATP. The fluorescence spectra of 2H were recorded in the presence and absence of Msi3 with the excitation wavelength set at 308 nm. For +ATP samples, ATP was included at a final concentration of 2 mM. Source data are provided as a Source Data file for **a**, **c**, and **d**.

To confirm the inhibition of ATP binding by 2H, we determined the dissociation constants (K_d_) of Msi3 in the presence and absence of 2H. As shown in Fig. 1c, treatment with 2H at 100 µM reduced the affinity of Msi3 for ATP by about 6-fold. In addition, 2H showed a similar inhibition on Sse1 (Fig. S1a), the major Hsp110 from *S. cerevisiae*, which is consistent with the high degree of sequence and function conservation between Msi3 and Sse1^66^. To assess the specificity of 2H, we purified and tested Hsp105, the primary human Hsp110, and Ssa1, a fungal Hsp70. 2H had little effect on ATP-FAM binding to Hsp105 (Fig. S1b), consistent with the low degree of sequence conservation among Hsp110s (Fig. S2). Moreover, Ssa1 is the major cytosolic Hsp70 in yeast and is highly conserved (84.9% sequence identity between *S. cerevisiae* and *C. albicans*). As shown in Figs. S1c, 2H did not significantly impact ATP-FAM binding to Ssa1 from *S. cerevisiae*, which is in line with the sequence and function differences between Hsp70s and Hsp110s although they are homologs. In addition, since 2H was designed and synthesized based on the chemical structures of Riociguat and Compound C^67^, we used these two chemicals as control compounds. We also tested fluconazole, one of the most widely used antifungal agents^68,69^, as an additional control. As shown in Fig. S3a, these compounds had limited influence at the same concentration. Taken together, our results suggest that 2H may represent a novel class of inhibitors specific to fungal Hsp110s.

### 2H reduces the ATP binding affinity of Msi3 through a novel mode

To determine if 2H inhibits ATP binding to Msi3 by competing directly with ATP for the nucleotide-binding site, we took advantage of the fluorescence spectrum of 2H. As shown in Figs. 1d, 2H exhibited a strong fluorescence spectrum upon excitation at 308 nm (λ_em_ = 432.3 ± 1.8 nm). Interestingly, adding Msi3 not only increased the fluorescence intensity of the 2H spectrum by a factor of 1.63 ± 0.20, but also shifted the spectrum to a shorter wavelength (Fig. 1d and S4a, λ_em_ = 420.5 ± 3.4 nm), suggesting a direct binding of 2H to Msi3. As a protein control, lysozyme was incubated with 2H, and the fluorescence spectrum did not show an appreciable difference from that of 2H alone (Fig. S4b). Moreover, incubation of Msi3 with ATP prior to 2H treatment further increased the fluorescence intensity of 2H (by a factor of 2.84 ± 0.40, λ_em_ = 423.1 ± 1.9 nm), whereas ATP alone showed little alteration to the spectrum of 2H (λ_em_ = 431.8 ± 1.9 nm). Since the ATP concentration used (2 mM) was much higher than that of 2H (5 µM), 2H must bind Msi3 in the presence of ATP. Thus, 2H most likely inhibits the ATP binding to Msi3 not through direct binding to the nucleotide-binding site. Instead, 2H may reduce the ATP binding affinity by either regulating allosteric coupling or affecting the activity of the SBD. The enhanced fluorescence intensity of 2H after Msi3 was incubated with ATP suggests that ATP may influence the binding of 2H to Msi3.

To investigate whether 2H directly influences the allosteric coupling in Msi3, we carried out limited trypsin digestion. Like Sse1, Msi3 has two overall conformations: the ATP-bound and ADP-bound/nucleotide-free (apo) states^65,66^. As shown before, Msi3 is more sensitive to trypsin in the absence of nucleotide (apo state) than in the presence of ATP (Fig. 2a). This is likely due to the extensive NBD-SBD contacts, as observed in the crystal structures of the ATP-bound Sse1^54,60,61,65,66^. While it has been suggested that the ADP-bound and nucleotide-free states have different conformations, no structures have been solved for either state^14,16,19,36,54,55,57,63,70^. Our analysis showed that 2H treatment did not significantly affect the tryptic digest patterns of Msi3 (Fig. 2a), suggesting that 2H has minimal impact on the overall allosteric coupling of Msi3 upon ATP binding.

**Fig. 2:**
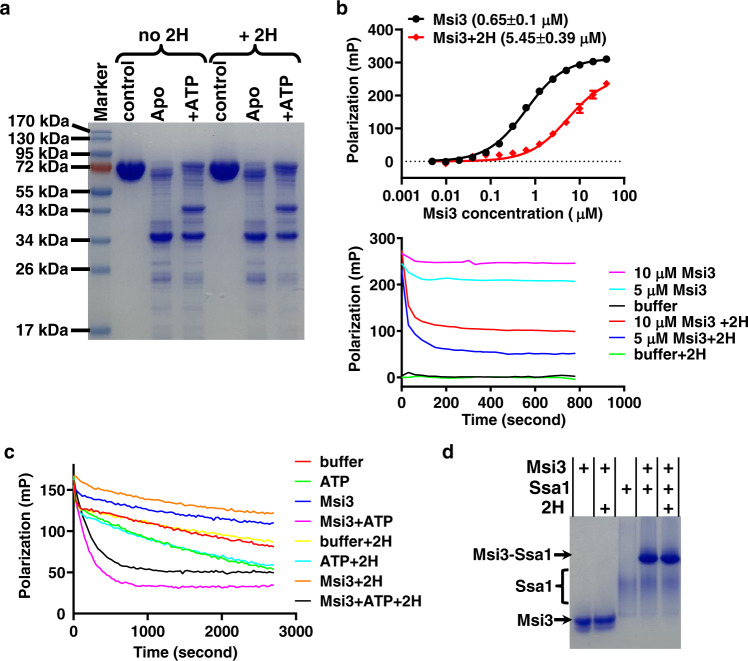
2H influenced the biochemical activities of Msi3 in different ways. **a** The ATP-induced allosteric coupling assayed by limited trypsin digest. control: trypsin was not added. Apo: nucleotide was not added. +ATP: ATP was included at a final concentration of 2 mM. **b** The effect of 2H on the peptide substrate binding activity of Msi3. A fluorescent polarization assay was carried out using the fluorescently labeled TRP2-181 peptide as a substrate. Top: binding curves with dissociation constants (K_d_) listed in parentheses. The polarization value is an indication of Msi3 binding to the TRP2-181 peptide. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). Bottom: competition assay with 2H. Msi3 was first incubated with the TRP2-181 peptide to allow binding, and then 2H was added to compete off the pre-bound TRP2-181 peptide. Polarization values were monitored over time, with the concentrations of Msi3 labeled. Reactions without 2H were used as controls. buffer: the TRP2-181 peptide only. **c** NEF activity of Msi3 on Ssa1. After a complex formed between Ssa1 and ATP-FAM, the reduction of polarization values represented the release of ATP-FAM from Ssa1 upon the addition of ATP or/and Msi3. Release kinetics (k_off_) are summarized in Fig. S5. **d** Formation of the Msi3-Ssa1 complex. Complex formation was analyzed using a native polyacrylamide gel electrophoresis (PAGE), then visualized after staining with Coomassie blue. For all assays, 2H was added at a concentration of 100 µM unless labeled otherwise. Source data are provided as a Source Data file for all the panels.

We next analyzed the effect of 2H on the activity of the SBD in binding peptide substrates. Previously, we have determined the peptide substrate binding affinity of Msi3 using the TRP2-181 peptide, a model peptide substrate that has been shown to bind to Hsp110s including Msi3 and Sse1^36,65^. As illustrated in the top panel of Fig. 2b, incubating Msi3 with 100 µM 2H reduced its affinity for the TRP2-181 peptide by nearly 9-fold. Moreover, consistent with the reduction in affinity, 2H efficiently competed off the TRP2-181 peptide that had initially been bound to Msi3 (as shown in the bottom panel of Fig. 2b). In contrast, 2H did not show substantial influence on the substrate binding activity of either Hsp105 or Ssa1 (Fig. S1d, e). In addition, neither Riociguat, Compound C, nor fluconazole exhibited significant effect on Msi3-TRP2-181 binding (Fig. S3b). These findings are consistent with the above results of our ATP-FAM binding assays. Taken together, the reduced ATP affinity caused by 2H could be partly due to the reduced affinity of substrate binding to the SBD.

Consistent with the limited trypsin digestion results, 2H showed limited impact on the NEF (nucleotide exchange factor) activity of Msi3 (Fig. 2c and S5). Hsp110s such as Msi3 and Sse1 are known to serve as the major NEFs for cytosolic Hsp70s^13–15,19,39,41,65,66^. Previously, using ATP-FAM in a fluorescence polarization assay, we have reported that Msi3 facilitates nucleotide exchange of Ssa1, the major Hsp70 in *S. cerevisiae*^65,66^. In this assay, an Ssa1-ATP complex was formed using ATP-FAM; then, the release of the pre-bound ATP-FAM was monitored over time. The addition of Msi3 alone had little influence on the release of ATP-FAM from Ssa1 (Fig. 2c and S5). The addition of regular ATP resulted in reduced polarization values over the time of incubation, suggesting that the pre-bound ATP-FAM was slowly replaced by the regular ATP. In contrast, adding Msi3 together with regular ATP drastically sped up the reduction of polarization, consistent with the reported NEF activity for Msi3. 2H, both alone and in the presence of Msi3, showed limited influence on the nucleotide release of Ssa1 (Fig. 2c, less than 20% reduction in k_off_ in the presence of ATP). Our native gel analysis on the Msi3-Ssa1 complex formation provided further support for the lack of significant impact on the NEF activity. The formation of the Msi3-Ssa1 complex is consistent with the NEF activity. As shown in Fig. 2d, Msi3 forms a stable complex with Ssa1 on a native gel regardless of the presence of 2H. It was shown that the ATP binding and ATP-bound state of Hsp110s is required for the NEF activity^13–16,19,39,41,54–57^. The insignificant impact of 2H on the NEF activity of Msi3 is consistent with the above results suggesting that 2H has little impact on the allosteric coupling of Msi3 (Fig. 2a) and does not compete directly with ATP for the nucleotide-binding site (Fig. 1d). In addition, since the peptide substrate binding is reduced significantly by 2H, it is likely that the NEF activity is independent of the peptide substrate binding activity of the SBD.

Taken together, 2H most likely inhibits the ATP binding affinity of Msi3 by affecting peptide substrate binding. This mode is different from the previously published inhibitor for human Hsp110^29^, which competes directly with ATP for the nucleotide-binding site. Therefore, 2H interacts and inhibits Msi3 through a novel mode.

### 2H abolishes the in vitro chaperone activities of Msi3

As an Hsp110, Msi3 has two known in vitro chaperone activities: preventing protein aggregation (i.e., the holdase activity) and assisting Hsp70s in protein folding^13,14,33–37^. We tested whether 2H impacts either of these activities.

To determine the impact of 2H on the holdase activity of Msi3, we used a previously reported assay with purified firefly luciferase as a model substrate^33–37^. In this assay, upon incubation at 42 °C, luciferase denatures and aggregates, resulting in an increase in OD readings at 320 nm (OD_320_) over time (Fig. 3a). As a chaperone, Msi3 is resistant to heat treatment, indicated by a limited increase in OD_320_ (i.e., aggregation). 2H showed little impact on the aggregation of luciferase or Msi3 alone. The addition of Msi3 drastically reduced the aggregation of luciferase, consistent with the holdase activity. Excitingly, 2H treatment almost completely abolished the holdase activity of Msi3 (Fig. 3a). To confirm the inhibition of 2H on the holdase activity of Msi3, we tested a previously characterized Msi3 mutant I164D^65^. Ile164 is located on the NBD-SBD interfaces. Our previous biochemical analyzes have shown that the I164D mutant disrupts the NBD-SBD allosteric coupling and abolishes the NEF activity while leaving the holdase activity largely intact. A similar inhibition of holdase activity was observed for this mutant when treated with 2H (Fig. S6a). Furthermore, we have identified Ulp1, a protein from *S. cerevisiae*, as another model substrate for Msi3’s holdase activity, although higher concentrations of Ulp1 and Msi3 are required than those for the assay using luciferase (Fig. S6b). Importantly, a similar inhibition of the holdase activity was observed for 2H (Fig. S6b), supporting that the inhibition of the holdase activity of Msi3 by 2H is general rather than substrate specific.

**Fig. 3:**
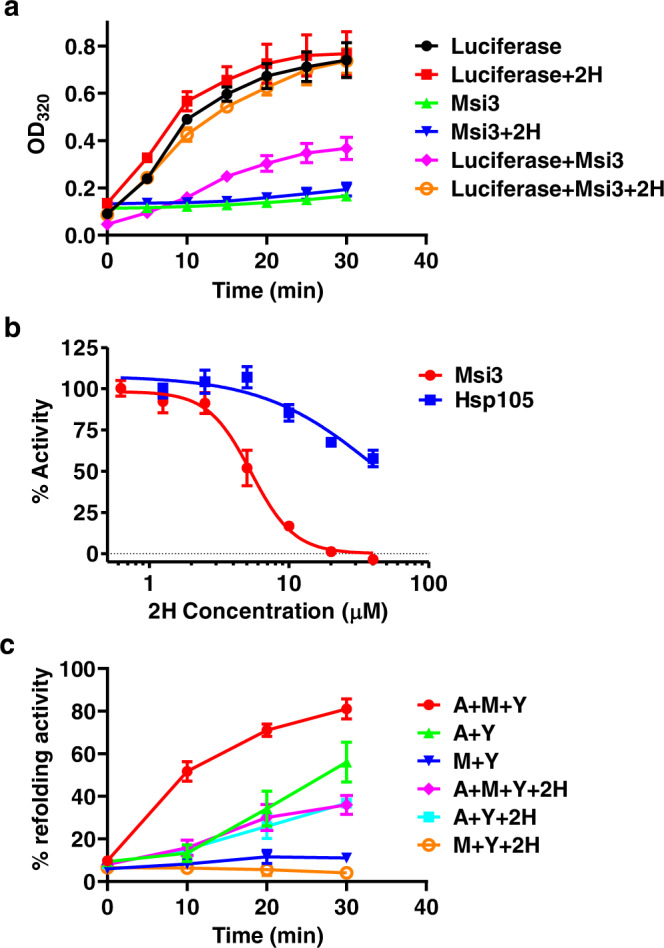
2H compromised the chaperone activities of purified Msi3 protein. **a** The holdase activity of Msi3 assayed using OD readings at 320 nm (OD_320_). Purified firefly luciferase was used as a substrate. The OD_320_ values were recorded during incubation at 42 °C. Increased OD_320_ values represent the aggregation of luciferase. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). **b** The effect of 2H on the holdase activity of Msi3 (red circles) and Hsp105 (green squares). The substrate is firefly luciferase. The activity in the absence of 2H was set as 100%. Data are presented as mean values + /- SEM (*n* = 7 independent experiments). **c** Refolding activity of the Ssa1 chaperone machinery. Firefly luciferase was used as a substrate. After denaturation, the refolding of luciferase in the presence of different combinations of chaperones was measured over time. Chaperones included Ssa1 (A), Msi3 (M), and Ydj1 (Y). The activity of luciferase before denaturation was set as 100%. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). Source data are provided as a Source Data file for all the panels.

To determine the IC_50_ for 2H inhibition of Msi3’s holdase activity, we employed a previously reported assay that couples the holdase activity of Hsp110 with the refolding activity of the Hsp70/Hsp40 chaperone system^29^, thereby circumventing the need for large amounts of proteins required by the OD_320_ method described above. In this alternative assay, luciferase was first denatured by incubating at 42 °C, which leads to its aggregation as described above. When incubated with an Hsp70-Hsp40 chaperone pair, the denatured luciferase failed to refold and regain activity due to aggregation (Fig. S7a). In this study, Ssa1 and Ydj1 were used. Ssa1 is the major Hsp70 in *S. cerevisiae*, and Ydj1 is an Hsp40 partner of Ssa1 for protein folding. In contrast, when Msi3 was added during the denaturation at 42 °C to prevent aggregation, the denatured luciferase regains activity upon incubating with Ssa1 and Ydj1 (Fig. S7a). Using this assay, the IC_50_ for 2H was calculated to be 5.02 ± 0.35 µM (Fig. 3b). When analyzing the effect of compound controls (Fig. S7b), little to no impact was observed for either Compound C or fluconazole while the limited impact was seen for Riociguat (estimated IC_50_ > 60 µM). In addition, we analyzed the impact of 2H on human Hsp105. A much weaker inhibition was observed with an estimated IC_50_ over 40 µM (Fig. 3b), consistent with the low sequence conservation between human Hsp105 and Msi3 (Fig. S2). Furthermore, while Msi3 can functionally substitute Sse1, human Hsp105 failed to do so despite significant expression (Fig. S8). Taken together, the inhibition of the holdase activity of Msi3 is specific to 2H.

In the next step, we investigated the effect of 2H on the activity of Msi3 in assisting the refolding activity of Hsp70 and Hsp40 (Fig. 3c). As previously reported^13,14^, Ssa1 and Ydj1 together were able to refold heat-denatured luciferase modestly (Fig. 3c). However, the addition of Msi3 significantly improved the refolding activity^36,65,66^. Importantly, this Msi3-dependent refolding activity was effectively eliminated following 2H treatment, whereas the impact of 2H on the refolding activity of Ssa1/Ydj1 was limited (Fig. 3c). Two types of control tests were carried out to evaluate the specificity of 2H’s inhibition. The first type was designed to test the effect of 2H on a human Hsp70-Hsp110-Hsp40 chaperone system. We have purified the corresponding human chaperones Hsp70, Hsp105, and HDJ2, which showed similar refolding activity as that of the Ssa1-Msi3-Ydj1 chaperone system. A limited impact was observed for 2H on this human chaperone system (Fig. S9a), consistent with the weak inhibition of 2H on the holdase activity of Hsp105. In the second type of control, we used three compounds (fluconazole, Riociguat, and Compound C) as controls. As shown in Fig. S9b-d, none of these compounds significantly affected the Ssa1-Msi3-Ydj1 chaperone system. Taken together, 2H specifically inhibits the Msi3-dependent refolding activity of the Hsp70 chaperone system.

The most remarkable feature of 2H is its ability to eliminate the holdase activity of Msi3 while leaving the NEF activity largely intact. This is the first instance where the holdase activity of an Hsp110 has been substantially reduced without affecting the NEF considerably. Therefore, 2H is a unique compound and could be an invaluable tool for probing the mechanism and in vivo function of Hsp110s, including Msi3.

### 2H effectively reduces the growth of *Candida albicans* and is fungicidal

Since Msi3 is essential for the growth and viability of *C. albicans*^19,21,22^, we analyzed the effect of 2H on this fungal species. We first tested the widely used wild-type *C. albicans* strain SC5314. As shown in Table 1 and Fig. 4a, the growth of SC5314 was significantly inhibited by 2H with an MIC_90_ (minimum inhibitory concentration for 90% inhibition) of 25 µM. Fluconazole (FLC), the most common over-the-counter antifungal^68,69^, was used as a control, and the MIC_90_ value obtained in our study was consistent with SC5314 being a fluconazole-sensitive strain (Table 1 and Fig. 4a). Neither Compound C nor Riociguat showed notable effect on the growth of SC5314 (Fig. S10), consistent with their lack of significant impact on either the biochemical or chaperone activity of Msi3. This is further supported by the fact that neither compound has been documented in published screens for antifungals.

**Table 1:** The effect of 2H on the growth and viability of various yeast strains/isolates

Yeast strains/isolates	MIC_90_−2H	MFC-2H	MIC_90_-FLC
***C. albicans*** **SC5314**	25	25	6.4
***C. albicans*** **SC5314** + **sorbitol**	25	25	N/A
***C. albicans*** **JS14**	25	25	500
***C. albicans*** **JS15**	25	25	>500
***C. albicans*** **FH5**	12.5	25	125
***C. albicans*** **12-99**	25	25	>500
***C. glabrata*** **2001**	25	25	500
***S. cerevisiae*** **BY4742*MSI3 sse1Δ***	15	20	N/A

The MIC_90_ (MIC_90_ −2H) and MFC (MFC-2H) of 2H were determined on several yeast strains/isolates. Fluconazole (MIC_90_-FLC) was used as a control. MIC_90_: the minimum inhibitory concentration for 90% inhibition. The minimal fungicidal concentration (MFC): the minimal concentration of the drug resulting in less than 0.1% of the cells alive relative to the original inoculum. *N/A* not determined.

**Fig. 4:**
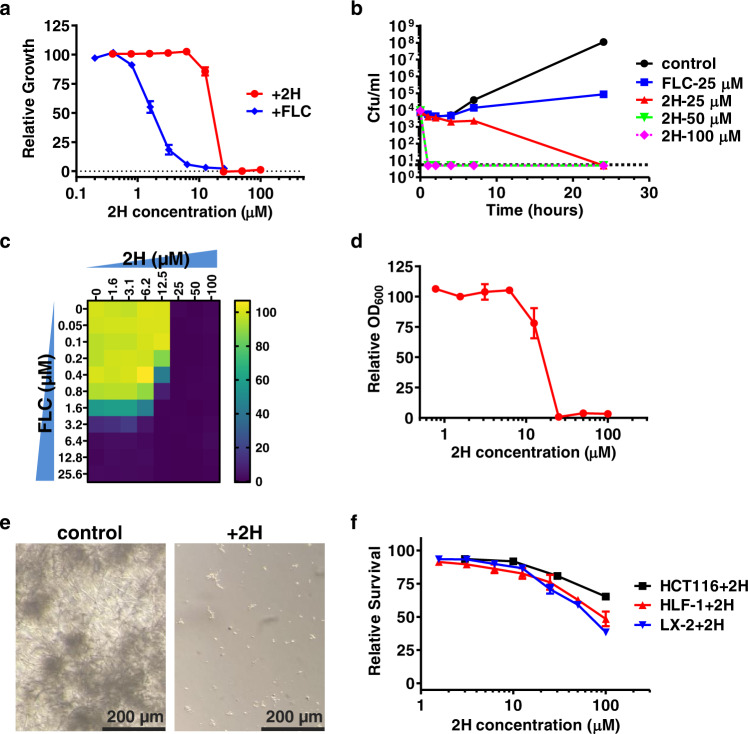
2H showed limited impacts on human cells while inhibiting the growth and biofilm formation of C. albicans. **a** 2H inhibits the growth of C. albicans strain SC5314. Fluconazole (FLC) was used as a control. Relative growth was determined by setting the growth in the absence of compounds as 100%. Data are presented as mean values + /- SEM (*n* = 8 for 2H and 9 for FLC independent experiments). **b** 2H time-kill curves of the *C. albicans* strain SC5314. The black dotted line indicates the detection limit (>99.9% reduction compared with the original inoculum). The growth of SC5314 with no treatment (control) or fluconazole (FLC) treatment were determined for comparison. Cfu: colony forming unit. Data are presented as mean values + /- SEM (*n* = 3–6 independent experiments). **c** Checkerboard analysis of antifungal activity for a combination of 2H and fluconazole (FLC). Relative growth (calculated by setting the growth without compounds as 100%) is displayed in heat-map format. The plot is an average of 6 independent experiments (*n* = 6). Color scale for relative growth is provided on the right. **d** The effect of 2H on biofilm formation in vitro. After biofilm formation, the plates were read at OD_600_. The relative OD_600_ values were calculated by setting the biofilm formation without any treatment as 100%. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). **e** Representative images of biofilm formation with (right) and without (left) 2H treatment. Images were captured under light microscopes. 2H was used at a concentration of 25 µM. **f** The effect of 2H on human cells. HCT116: a human colorectal cancer cell line; HLF-1: a human lung fibroblast cell line; LX-2: human hepatic stellate cell line Lieming Xu-2. Relative survival was determined by setting the survival in the absence of 2H as 100%. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). Source data are provided as a Source Data file for all the panels.

Antifungals can be either fungistatic (inhibits growth) or fungicidal (kills the pathogen). Azoles, such as fluconazole, are one of four classes of approved antifungals^8–10^. However, azoles are normally fungistatic, and prolonged usage results in faster resistance development than that of fungicidal agents^9,71^. Importantly, 2H was shown to be fungicidal toward SC5314 with MFC (minimum fungicidal concentration, the minimum concentration for killing >99.9% cells) at 25 µM (Table 1). Furthermore, time-kill curves demonstrate that 2H exerts its fungicidal effect within one hour of treatment at concentrations of 50 and 100 µM, the 2- and 4-fold concentrations of the MFC, respectively, which are used by standard to determine time-kill curves (Fig. 4b). At the MFC concentration (25 µM), the rate of 2H-induced reduction in viability is markedly lower. Fluconazole was tested as a control. Consistent with published results, it showed little impact on viability. This suggests that resistance to 2H may develop at a slower rate.

Since azoles and 2H inhibit *C. albicans* through different mechanisms, we investigated whether there is synergistic effect between 2H and fluconazole on the growth of SC5314 when administered together. We carried out a chequerboard (or checkerboard) assay and determined the fractional inhibitory concentration index (FICI) to be 0.91 ± 0.03 (*n* = 6, range: 0.82–1.00) (Fig. 4c). Thus, no apparent synergistic effect was observed between 2H and fluconazole.

Next, we analyzed the effect of 2H on several fluconazole-resistant *C. albicans* isolates since resistance to fluconazole and other azoles has become increasingly problematic in treating infections caused by *C. albicans*. Four strains isolated from patients with either vaginal infections, AIDS, or marrow transplant were tested: JS14, JS15, FH5, and 12-99^72–74^ (kindly provided by Dr. Theodore White). As shown in Table 1, similar MIC_90_ and MFC values were observed across all these strains. Consistent with their reported resistance to fluconazole, the MIC_90_ value of fluconazole for each of these strains was much higher than that of SC5314, a fluconazole-sensitive strain. Furthermore, a chequerboard analysis on JS14 suggested no clear synergy between 2H and fluconazole (FICI = 1.01 ± 0.06, *n* = 6, range: 0.91–1.08).

In addition, we tested the effect of 2H on biofilm formation in vitro to estimate its potential as an antifungal. As shown in Fig. 4d, biofilm formation is effectively suppressed by 2H at concentrations higher than 25 µM. Examination of the plates under light microscope indicated that hyphae formation was visibly impaired by 2H treatment (Fig. 4e).

### 2H has limited impact on human cells but a fungicidal effect on *Candida glabrata*

To evaluate the impact of 2H on human cells, we analyzed its effect on three different human cell lines: HCT116, HLF-1, and LX-2. HCT116, a human colorectal cancer cell line, was used as a reference as a previously published human Hsp105 inhibitor showed significant inhibition on this cell line^29^. HLF-1 and LX-2 are a human lung fibroblast cell line and hepatic stellate cell line Lieming Xu-2, respectively. As shown in Fig. 4f, we observed much weaker growth inhibition of these human cells compared to *C. albicans* strain SC5314. While the published human Hsp105 inhibitor had a strong inhibitory effect on HCT116^29^, 2H showed a limited effect on these human cell lines, with estimated MIC_50_ values all above 70 µM. This is consistent with the lower inhibitory effect of 2H on the chaperone activity of human Hsp105 compared to Msi3 (Fig. 3b).

To assess the potential of 2H as a general antifungal, we tested its effect on *C. glabrata*, a related *Candida* species, which is naturally more resistant to fluconazole than *C. albicans*^75^. Consistent with the high conservation between these two species of *Candida*, similar MIC_90_ and MFC were observed for a common *Candida glabrata* strain 2001 (Table 1).

### 2H eliminates both in vivo protein folding and dismantling protein aggregates

Based on the inhibition of 2H on the chaperone activity of Msi3 in our biochemical analyzes above, we hypothesized that the antifungal effects of 2H result from a reduction in Msi3’s in vivo chaperone activity. Msi3 is essential for many fundamental processes in maintaining proteostasis, such as protein folding and solubilizing protein aggregates^13,14,19,47–49,76,77^. To test this hypothesis, we took advantage of the powerful and facile genetics available to *S. cerevisiae*. Closely related to *C. albicans*, *S. cerevisiae* is often used as a model organism to study fungal pathogens, despite being typically nonpathogenic^78^. Sse1 is the major Hsp110 in *S. cerevisiae*^58,59^. Sharing 63.4% sequence identity with Sse1, Msi3 can functionally substitute Sse1 in rescuing the temperature-sensitive phenotype of an *sse1* deletion strain (*sse1Δ*)^22,66^. Using a *S. cerevisiae* strain carrying *MSI3* and an *sse1* deletion (*MSI3 sse1Δ*), we have shown that 2H inhibits the growth and viability of *S. cerevisiae* in a manner similar to that observed for *C. albicans* (Table 1).

To analyze protein folding in vivo, we used firefly luciferase as a model substrate and expressed it in the *MSI3 sse1Δ* strain under the inducible promoter MET25^79^. We then inhibited further expression of luciferase by cycloheximide and denatured the expressed luciferase in vivo by treatment at 45 °C, a denaturing temperature for most proteins. As shown in Fig. 5a (at the time point zero), luciferase activity was reduced by ~90%, suggesting that most of the expressed luciferase was denatured. After shifting the cells back to 25 °C, the recovery temperature, luciferase activity was mostly restored over a period of 2 h, representing protein refolding after heat-denaturation (Fig. 5a). In the absence of heat denaturation, the luciferase activity remained stable (Fig. S11a), consistent with the lack of further expression due to the cycloheximide treatment. Strikingly, there was little increase in luciferase activity when 2H was included during the 25 °C recovery period (Fig. 5a), although the protein level of luciferase was comparable to the non-treatment control (Fig. S11b). This suggests that 2H effectively eliminated the in vivo protein refolding of luciferase, which is consistent with the strong inhibition of the in vitro chaperone activity shown in Fig. 3. The cells remained largely intact for every treatment (Fig. S12). In contrast, little impact on the refolding of luciferase was observed for fluconazole (Fig. 5a), consistent with its little to no impact on Msi3’s holdase activity (Fig. S7b). Therefore, the inhibition of in vivo protein refolding is specific to 2H.

**Fig. 5:**
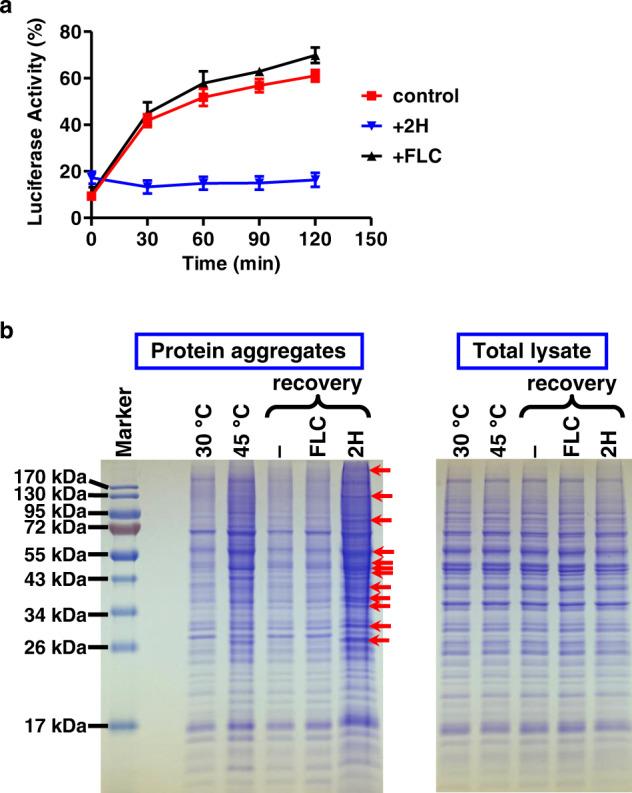
2H effectively inhibited both in vivo protein refolding and dismantling protein aggregates. **a** In vivo refolding of luciferase in the *S. cerevisiae* strain *Msi3 sse1Δ*. A 45 °C treatment was used to denature the expressed luciferase. The luciferase activity before denaturation was set as 100%, and relative luciferase activities were plotted as a function of recovery time. The final concentration of 2H was 20 µM. FLC: fluconazole (100 µM). Control: without the addition of any compound. Data are presented as mean values + /- SEM (*n* = 6 for 2H and 4 for FLC-independent experiments). **b** Overall protein aggregation in vivo. Aggregated proteins (left panel) and total lysate (right panel) of the *S. cerevisiae* strain *Msi3 sse1Δ* were separated on SDS-PAGE. Cultures were grown at 30 °C. A treatment at 45 °C was applied to induce protein aggregation. The “30 °C” and “45 °C” samples were collected immediately before and after the 45 °C treatment, respectively. After the 45 °C treatment, the cultures were allowed to recover at 30 °C (“recovery” samples). 2H: 80 µM. FLC: fluconazole (100 µM). “‒”: without the addition of any compound. Protein markers are labeled on the left gel. Red arrows indicate selected unique or enriched bands in the sample treated with 2H compared to the 45 °C sample. Source data are provided as a Source Data file for all the panels.

We analyzed the impact of 2H on dismantling protein aggregates in vivo using the *MSI3 sse1Δ* strain. To evaluate protein aggregation, we have isolated aggregated proteins using centrifugation and separated them on SDS-PAGE. We have reproduced the results that heat shock treatment at 45 °C results in increased protein aggregation compared to the no-heat shock control at 30 °C (Fig. 5b). The majority of the protein aggregates were solubilized after 90 min of recovery at 30 °C, corresponding to the in vivo activity of dismantling protein aggregates (Fig. 5b, lane “‒”). In contrast, when 2H was included during the recovery phase, strong protein aggregation was observed while there was little change in the overall cellular proteins (Fig. 5b). Thus, 2H inhibits the in vivo activity of dismantling protein aggregates, consistent with its strong inhibition on the in vitro chaperone activity of Msi3. In contrast, little impact was observed for fluconazole (Fig. 5b, lane “FLC”), suggesting that the inhibition of dismantling protein aggregates is specific to 2H. Notably, the overall protein aggregation in the 2H-treated sample was even stronger than that induced by the 45 °C treatment. Besides enhanced intensity for several aggregated bands, multiple new bands were observed in the aggregates (labeled as red arrows in Fig. 5b), suggesting that 2H treatment results in a failure in overall protein folding during the recovery phase since proteins that fail to fold properly tend to aggregate^80,81^. This result further supports the inhibitory effect of 2H on protein refolding in vivo using luciferase as a model substrate observed above. These newly appeared and enhanced bands most likely represent endogenous substrates for Msi3’s holdase activity, as they are uniquely enriched in protein aggregates in the sample treated with 2H when compared to the total lysate and the aggregated proteins at 45 °C. It is possible that the enhanced aggregation of some of these proteins could mainly be due to their high cellular abundance. To further confirm the inhibition of 2H on overall protein folding in vivo, we treated the *MSI3 sse1Δ* strain with 2H and analyzed protein aggregation. As shown in Fig. S13a, significantly enhanced protein aggregation with a pattern and intensity resembling that of the 2H treatment in Fig. 5b was observed, supporting the importance of Msi3’s holdase activity in overall protein folding in vivo. Consistent with this observation, enhanced protein aggregation has been reported in *sse1Δ* strains^80,81^. Additionally, the impact of 2H on overall protein folding was reproduced in *C. albicans* SC5314 (Fig. S13b).

Taken together, 2H inhibits protein folding and proteostasis in both *S. cerevisiae* and *C. albicans*, which is consistent with its inhibition on growth and viability. This inhibition on proteostasis is most likely caused by the inhibitory effect of 2H on the holdase activity of Msi3, providing direct evidence for the crucial role of Msi3’s holdase activity in maintaining proteostasis in vivo.

### 2H induces the expression of Msi3 and related chaperones in *C. albicans*

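Transcription in *C. albicans* SC5314, a wild-type strain, was measured by RNA sequencing of cells treated with 2H and of control cells that received its solvent DMSO. The methods of the paper give a 2H concentration of 100 µM, growth at 37 °C for 30 minutes and 3 replicates for each group. The labels deposited with the data give the same concentration, reached from a stock of 20 mM, and add an incubation of 2 h at 30 °C beforehand. The mRNA was enriched with oligo(dT) beads, and the authors aligned the reads with HISAT2 and counted them on genes with featureCounts. They deposited 1 column of raw counts and 1 column of FPKM for each group. FPKM are fragments per kilobase of gene, here scaled by 1 depth value per column that is not the count total. Each column was taken as 1 library. The deposited record has 1 sample that stands for the 3 replicates of each group. The sources used here do not state whether the column of that sample is a single replicate or a combination. In the control column, the counts of the 5 genes in Fig. 6a are in a constant ratio to the first listed values of the paper's Source Data and not to the means of the 3, so it is not a combination of these. No replicate number was assigned from this. The control library held 20198781 counts and the 2H library 18722896. The differences given here for single genes therefore have no replicate check and no p-value. Instead, each log2 fold change has a 95% interval from an exact conditional binomial (Clopper-Pearson) calculation on its pair of counts, which covers counting error only. Of the 6554 features in the files, 6275 had at least 10 counts in 1 library or more and were compared. Fold changes were scaled with the TMM method of edgeR, and levels are counts divided by median-of-ratios size factors, the kind of normalized count plotted in Fig. 6a. The choice of scaling matters for small changes. With library size alone in place of TMM, every log2 fold change fell by 0.51, and the median over all compared genes went from -0.05 to -0.56.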

We have conducted a transcriptomic analysis on *C. albicans* strain SC5314 to evaluate the effect of 2H treatment on gene expressions. 

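*MSI3* is listed as C1_06100C_A and lies on chromosome 1 of Assembly 22 (haplotype A) from 1278575 to 1280680, on the reverse strand. It had 12288 counts in the control library and 22653 in the 2H library. After normalization these were 9713 and 28659 counts. The log2 fold change was 1.51 (95% counting interval 1.47 to 1.54), or 2.84-fold, which placed *MSI3* at rank 1342 of 6275 when all compared genes were ordered from the largest rise. Scaling by library size alone moved it most, to a log2 fold change of 0.99. The replicate values for this gene are in the Source Data of the paper, where its normalized counts are 9574 ± 146 (SD, n = 3) in the control and 32331 ± 3429 (SD, n = 3) with 2H. All 3 of the paper's values with 2H lie above all 3 control values (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow), so the difference is larger than the spread between replicates.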

Interestingly, the transcription of Msi3 was induced by more than 3-fold upon 2H treatment (Fig. 6a, b, and Table S1), consistent with the inhibition of Msi3’s activity by 2H shown above. Furthermore, several cytosolic chaperones functionally related to Msi3—including Ssa1 and Ydj1, the two partners of Msi3 in protein folding used in our in vitro refolding assay—were induced (around 4-fold each for Ssa1 and Ydj1). 

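The gene that the files annotate as heat shock protein SSA1 carries the symbol *HSP70* (C1_13480W_A, chromosome 1, 2955558 to 2957528). It rose from 11494 normalized counts in the control library to 39330 in the 2H library, a log2 fold change of 1.72 (95% counting interval 1.69 to 1.75) and 3.29-fold. Reads that match its paralog *SSA2* as well could have been split between these genes in the counting. *SSA2* was lower in the 2H library (log2 fold change -1.02), and the summed counts of both genes had a log2 fold change of 0.22 (-0.29 with library size alone). *SSA2* weighs most in this sum, with 45682 control counts against 14541 for *HSP70*. Opposite changes of the genes themselves could give such a sum too, so it does not decide between these explanations. *YDJ1* (CR_04200W_A, chromosome R, 939255 to 940436) rose from 4979 to 21818 normalized counts, a log2 fold change of 2.08 (95% counting interval 2.03 to 2.12) and 4.22-fold. In the Source Data of the paper, the normalized counts of SSA1 are 13011 ± 1588 (SD, n = 3) in the control and 51528 ± 10651 (SD, n = 3) with 2H, and those of YDJ1 are 5063 ± 267 and 22917 ± 1044 (SD, n = 3 each). For each of these genes the paper's replicates do not overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest possible here).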

The transcription of Jjj3 and Caj1, two cytosolic Hsp40s, was also enhanced by more than 9-fold, partially because their transcription levels were relatively low in the absence of 2H treatment. 

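*JJJ3* (C2_01060C_A, chromosome 2, 173925 to 174374) had 143 counts in the control library and 1112 in the 2H library. Its log2 fold change was 3.58, or 12.0-fold, and its low count in the control gave a wider 95% counting interval of 3.33 to 3.84. No gene in the files has the symbol CAJ1. The only gene annotated as a match to Caj1 of *S. cerevisiae*, C4_05810W_A on chromosome 4 from 1288330 to 1289715, had 4053 counts in the control library and 18390 in the 2H library, a log2 fold change of 2.80 (95% counting interval 2.76 to 2.85) and 6.99-fold. The level of these genes without 2H differed. The control FPKM of *JJJ3* was 13.0, at percentile 19.0 of the compared genes, and that of C4_05810W_A was 119.6, at percentile 81.2. The median control FPKM over all compared genes was 36.9.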

Although the functions of Jjj3 and Caj1 are not as well characterized, they are likely co-chaperones for Ssa1 and Msi3, as their known functions overlap. HSF, the master transcription factor for heat shock proteins including Msi3, was also induced, albeit to a lesser extent. In contrast, no significant change was observed for several cytosolic chaperones, such as Ssb1, Ssz1, Zuo1, and TRiC/CCT (Table S1). This suggests that 2H treatment affects different cytosolic chaperones in distinct ways, which is consistent with the different functions and mechanisms among them^42,77^. 

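The heat shock transcription factor is listed under the symbol *CTA8* (C1_09170W_A, chromosome 1, 2010260 to 2012542). It had 1439 counts in the control library and 1775 in the 2H library. Its log2 fold change was 0.93 (95% counting interval 0.82 to 1.03), or 1.90-fold, below that of *MSI3*, *HSP70* and *YDJ1* by more than the counting intervals. With library size alone it was 0.41.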

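*SSB1* (CR_08090W_A) had 48047 normalized counts in the control library and 45996 in the 2H library, a log2 fold change of -0.12 (95% counting interval -0.14 to -0.10). *SSZ1* (C4_04700W_A) had a log2 fold change of 0.39 (95% counting interval 0.35 to 0.43), which became -0.13 with library size alone. *ZUO1* (C4_02870C_A) rose from 5090 to 10554 normalized counts, a log2 fold change of 1.00 (95% counting interval 0.95 to 1.04). It thus lay on the 2-fold line, just below it with TMM and just above it with median-of-ratios scaling (1.05), and was short of it with upper quartile factors (0.82) and library size alone (0.48). The symbols of 7 TRiC/CCT subunits are in the files. Their median log2 fold change was 0.42 (-0.09 with library size alone), higher than in 4517 of 10000 random lists of 7 genes matched on mean expression. Against random lists matched on the control level alone, chosen after seeing the data, it was above 8285 of 10000, inside the middle 95%. The subunits ranged from -0.01 for *CCT6* to 1.31 for *CCT8*, and 4 of the 7 changed sign under at least 1 other scaling. *CCT8* (C1_00110W_A, chromosome 1, 17338 to 18960) was the only subunit past 2-fold, and under library size alone (0.80) it was not. Its end overlaps *TRP1* (18948 to 19628) on the other strand over a short stretch. *TRP1* had a log2 fold change of 2.48, from 587 to 3408 normalized counts, against 3600 to 9273 for *CCT8*. The use of strand in the counting is not stated in the sources used here. The paper reports no significant change for these chaperones. From this and the rise of Msi3 and its partners, it proposes that 2H affects different cytosolic chaperones in distinct ways. It relates this to the different functions and mechanisms among them.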

Fes1 is another NEF in the cytosol for Ssa1 besides Msi3^20,82^, but unlike Msi3, it has no holdase activity. Interestingly, there was limited impact on its transcription. In addition, neither Kar2 nor Ssc1—the primary Hsp70s in ER and mitochondria, respectively—showed a significant change in transcription levels. 

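*FES1* (C6_00760W_A, chromosome 6, 134254 to 135108) had 2396 counts in the control library and 1283 in the 2H library, or 1894 and 1623 normalized counts. Its log2 fold change was -0.28 (95% counting interval -0.38 to -0.18), and -0.79 with library size alone, short of a 2-fold change in either case. The paper's normalized counts in the Source Data are 1744 ± 87.9 (SD, n = 3) in the control and 1496 ± 137 (SD, n = 3) with 2H, which do not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 replicates per group can give).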

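*KAR2* (C2_01120W_A, chromosome 2, 180775 to 182838) had 29173 normalized counts in the control library and 40574 in the 2H library. Its log2 fold change of 0.42 (95% counting interval 0.40 to 0.44) became -0.093 with library size alone, so its direction depends on the scaling. The same holds for *SSC1* (C2_07380W_A, chromosome 2, 1506829 to 1508775), with a log2 fold change of 0.28 (95% counting interval 0.25 to 0.31) and -0.23 with library size alone. In the Source Data of the paper, KAR2 has 29259 ± 1332 normalized counts (SD, n = 3) in the control and 46226 ± 5477 (SD, n = 3) with 2H, a ratio of the means of 1.58 with no overlap between the groups (exact permutation test, two-sided, p = 0.1, again the smallest possible).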

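Of the 19 genes of chaperones and their regulator that the paper names above, 6 rose past 2-fold in the 2H library. Among these 19, 0 fell past it. With library size alone, 4 were past 2-fold, and 6 of the 19 changed sign. *SSA2*, which is not among the 19, was 2.03-fold lower with TMM (log2 fold change -1.02, and -0.97 with median-of-ratios scaling).

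**Figure D1:**
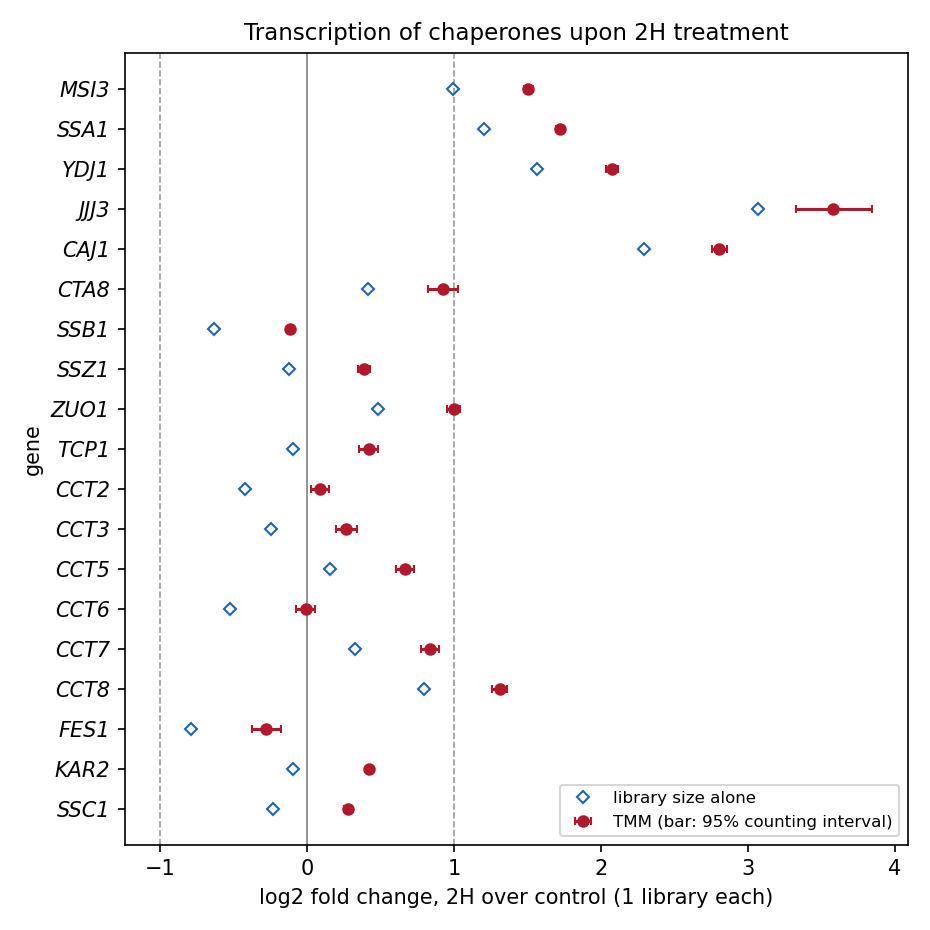
Log2 fold change (x axis, 2H over control, 1 library each) of 19 genes (y axis). *SSA2* is not among them. Filled circles are scaled with TMM, with bars for the 95% counting interval, open diamonds are scaled by library size alone, and dashed lines mark a 2-fold change. *JJJ3* lies furthest to the right at 3.58 and *FES1* furthest to the left at -0.28 with TMM.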

Overall, these alterations in chaperone transcription are consistent with the unique inhibition of 2H on Msi3’s holdase activity.

**Fig. 6:**
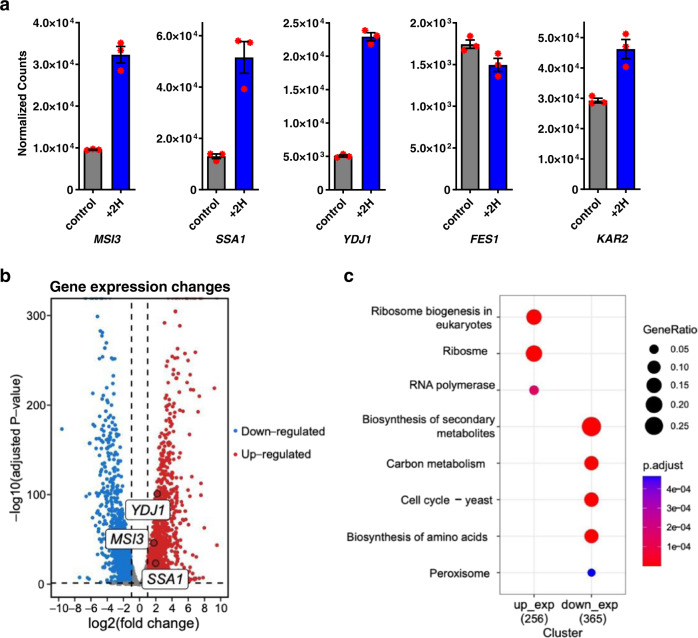
The 2H-induced transcriptional changes in SC5314. **a** The transcriptional changes of selected chaperones. Normalized counts of transcription are plotted. control: the samples without 2H treatment. The gene names are labeled under each plot. Source data are provided as a Source Data file. Data are presented as mean values + /- SEM (*n* = 3 independent experiments). Individual data points are shown in red. **b** The overall changes of gene expression upon 2H treatment. Fold of change was calculated using the ratios of normalized counts of the 2H-treated SC5314 samples over the non-treatment controls. DEseq2 was used to identify differentially expressed genes through a Wald test, employing a two-tailed p-value approach (adjusted using the Benjamini-Hochberg method). **c** The top pathways in SC5314 influenced by 2H treatment. The scales of gene ratio (GeneRatio) and adjusted P-value (p.adjust) are listed on the right. Up-regulated expression (up_exp) and down-regulated expression (down_exp) are plotted. A one-sided version of Fisher’s exact test was performed, and the *p*-value was adjusted using the Benjamini-Hochberg method.

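Between the 2 deposited libraries, 1832 of the 6275 compared genes (29.2%) were more than 2-fold higher with 2H and 1898 (30.2%) more than 2-fold lower. As no test could be run on 1 library per group, these counts rest on the fold change alone. The whole 95% counting interval lay past 2-fold for 1624 of the higher and 1635 of the lower genes, a criterion chosen after seeing the data. The balance of both directions depended on the scaling. Of the genes past 2-fold, 49.1% were higher with TMM and 34.3% with library size alone, where 1336 genes were higher and 2559 lower. Among genes with counts in both libraries, the largest ratio was that of *IFD6* (C1_04140W_A), from 30 to 35584 counts, a log2 fold change of 10.83 (95% counting interval 10.32 to 11.40). C4_01350W_A had 0 counts in the control library and 3267 in the 2H library, which makes it at least 1677-fold higher when the 0 is replaced by a floor of 3 counts, so its order relative to *IFD6* is open. The lower end of its two-sided 95% counting interval is 10.41 on the log2 scale. The next were C1_04010C_A, *CSH1* and C2_06450C_A, with log2 fold changes of 10.00, 9.58 and 9.14. The largest falls were those of *HGT12* (8808 to 15 counts, log2 fold change -8.58), *PCK1* (50980 to 261 counts, -6.99), *HXK2* (81090 to 430 counts, -6.94), *FBA1* (181925 to 997 counts, -6.89) and *PGI1* (37440 to 219 counts, -6.79). Each of these 10 genes has a normalized count of at least 100 in 1 library or more.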

Aside from changes in chaperone expression, the top cellular processes impacted by 2H treatment are shown in Fig. 6c. The gene ratios, which represent the percentages of genes affected, range from 5% to 30% among these processes, with only three processes having gene ratios above 15%. 

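The pathway database of the paper was not used here. In its place, lists of genes for pathways of the kind shown in Fig. 6c were defined by gene symbol. Of 78 ribosome biogenesis genes, 76 (97.4%) were more than 2-fold higher in the 2H library and 0 more than 2-fold lower, with a median log2 fold change of 2.66. Among 74 cytosolic ribosomal protein genes 66 (89.2%) were higher past 2-fold (median 1.62), and among 18 RNA polymerase subunits 14 (77.8%) were (median 2.18). In the other direction, 42 of 60 carbon metabolism genes (70.0%) were more than 2-fold lower (median -2.34), as were 25 of 35 peroxisome genes (71.4%, median -1.84), 49 of 90 cell cycle genes (54.4%, median -1.18) and 39 of 87 amino acid biosynthesis genes (44.8%, median -0.80). None of these 7 medians changed sign under the other scalings. Set against 10000 random lists of the same size and mean expression, the median of the ribosome biogenesis list was above all 10000, that of the RNA polymerase list above 9997 and that of the ribosomal protein list above 9996. The medians of the carbon metabolism, peroxisome and amino acid lists were above 0 of the 10000 and that of the cell cycle list above 1, which describes these 2 libraries. Counted the other way, the 76 ribosome biogenesis genes made up 4.15% of all genes more than 2-fold higher, and the 49 cell cycle genes 2.58% of all genes more than 2-fold lower. The largest rises within single lists, other than ribosome biogenesis, were those of *RPA12* (194 to 3399 counts, 27.0-fold higher), *RPS27A* (935 to 7843 counts, 12.9-fold higher), *CYS3* (15015 to 85134 counts, 8.73-fold higher), *SDH4* (6.05-fold higher), *POX18* (5.39-fold higher) and *CDC123* (4.64-fold higher). Within the lists that fell, the largest falls were those of *CDC19* in the cell cycle list (96545 to 1119 counts, 56.0-fold lower), *PEX8* in the peroxisome list (1840 to 34 counts, 35.1-fold lower), *ARG8* in the amino acid list (11290 to 261 counts, 28.1-fold lower) and, in the carbon metabolism list, *PCK1*. *CDC19* came into the cell cycle list by its name alone. It is also in the carbon metabolism list, so its fall is counted in both and is no sign of a cell cycle change. In the ribosome biogenesis list the largest ratio was that of C3_06380W_A, from 1 count to 45, with a 95% counting interval of 3.56 to 11.45 on the log2 scale. This gene model overlaps another and shares the symbol *NSA2* with C3_06160C_A, which went from 8 to 244 counts, so its value is uncertain.

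**Figure D2:**
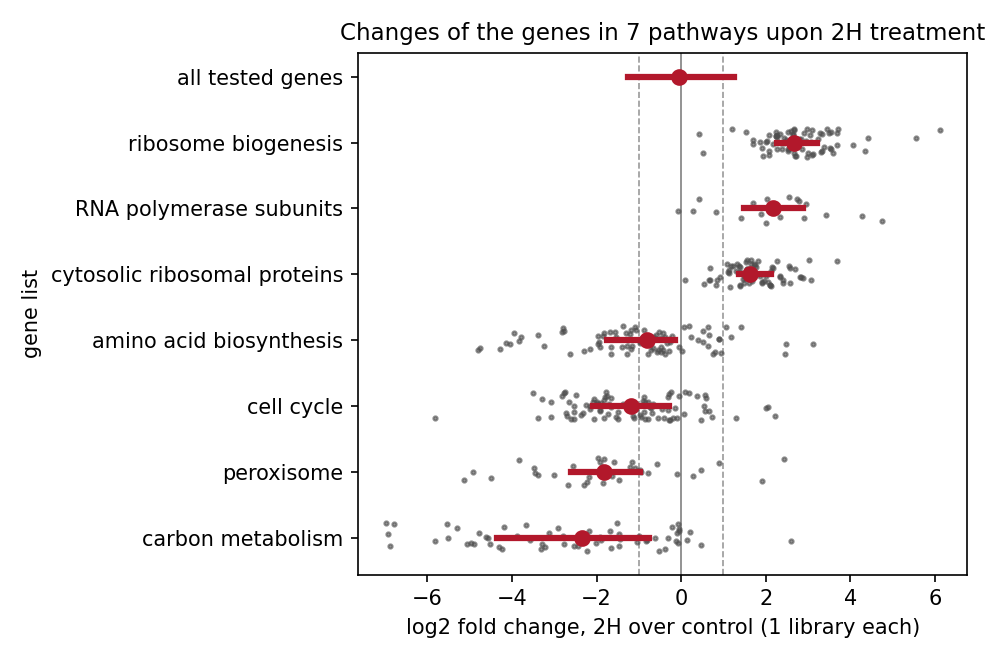
Log2 fold change (x axis, 2H over control, 1 library each, scaled with TMM) of the genes in 7 lists and of all tested genes (y axis). Grey points are single genes, red circles the medians and red bars the middle 50% of the genes, and dashed lines mark a 2-fold change. The medians run from 2.66 for ribosome biogenesis to -2.34 for carbon metabolism.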

The biosynthesis of secondary metabolites is the most affected process, with a gene ratio of approximately 30%; however, this process is not essential under normal conditions. Thus, no significant changes in transcription related to essential cellular processes are observed in response to 2H treatment, as indicated by the lack of significant alterations in gene ratio. 

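Lists for other core cellular processes were compared in the same way. Of 26 proteasome subunits, 4 (15.4%) were more than 2-fold higher in the 2H library and 0 lower, with a median log2 fold change of 0.52, above 2168 of 10000 random lists matched on expression. With library size alone, 0 were higher past 2-fold and 1 lower, and with upper quartile factors 1 was higher. *PRE8* had the largest rise at 2.36-fold. Among 21 mitochondrial ribosomal protein genes, 9 (42.9%) were more than 2-fold higher and 1 more than 2-fold lower, with a median of 0.87, above 8703 of the 10000 random lists. The number higher fell to 4 with library size alone. The members ranged from *RSM22*, 11.5-fold higher, to *MRP8*, 4.46-fold lower. Neither median lies outside the middle 95% of these random lists. Against random lists matched on the control level alone, a comparison chosen after seeing the data, the proteasome median was above 9575 of 10000 and inside the middle 95%, and the mitochondrial ribosomal median was above 9926 and outside it.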

Fluconazole treatment has been shown to induce transcriptional up-regulation of several genes in ergosterol biosynthesis, such as *ERG11* (the target of fluconazole), *ERG1*, *ERG3*, *ERG9*, and *CYB5*^83^. None of these genes showed significant up-regulation upon 2H treatment (Fig. S14a), consistent with the different cellular targets for 2H and fluconazole. 

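*ERG11* (C5_00660C_A, chromosome 5, 148115 to 149701) had 7908 counts in the control library and 2170 in the 2H library, a log2 fold change of -1.24 (95% counting interval -1.31 to -1.17). *ERG1* (C1_08590C_A) fell from 6203 to 1037 counts (log2 fold change -1.96, 95% counting interval -2.05 to -1.86) and *ERG9* (C2_08610W_A) from 3993 to 1354 counts (-0.94, 95% counting interval -1.03 to -0.85). *ERG3* (C1_04770C_A) had a log2 fold change of 0.26 (95% counting interval 0.15 to 0.38), which became -0.25 with library size alone. *CYB5* (C7_00700W_A, chromosome 7, 129228 to 129608) rose from 2945 to 3961 counts, a log2 fold change of 1.05 (95% counting interval 0.98 to 1.12) or 2.07-fold. It was below 2-fold with upper quartile factors (0.87) and with library size alone (0.54). Over all 20 genes with an ERG symbol the median log2 fold change was -1.23, above 6 of 10000 random lists matched on mean expression. Against random lists matched on the control level alone, chosen after seeing the data, it was above 266 of 10000, inside the middle 95%. Of the 20, 12 were more than 2-fold lower and 2 more than 2-fold higher. *ERG7* fell most (3231 to 135 counts, 15.5-fold lower) and *ERG2* rose most (588 to 2246 counts, 5.88-fold higher).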

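*MDR1* (C6_03170C_A, chromosome 6, 666383 to 668077) rose from 118 counts in the control library to 26487 in the 2H library, a log2 fold change of 8.43 (95% counting interval 8.17 to 8.71) and 346-fold, rank 8 of 6275. *CDR2* (C3_04890W_A, chromosome 3, 1047887 to 1052386) rose from 559 to 17374 counts (log2 fold change 5.58, 95% counting interval 5.46 to 5.70, 47.9-fold), and *CDR1* (C3_05220W_A, chromosome 3, 1146045 to 1150550) from 13406 to 206543 counts (4.57, 95% counting interval 4.54 to 4.59, 23.7-fold). *CDR1* had the highest level of these genes before treatment, with a control FPKM of 121.7 against 5.08 for *CDR2* and 2.85 for *MDR1*. The counting could have split reads between *CDR1* and *CDR2* where their sequences are alike. Across all scalings and pseudocounts tried, the log2 fold change stayed at or above 7.92 for *MDR1*, 5.07 for *CDR2* and 4.05 for *CDR1*.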

Interestingly, a significant induction of several multidrug efflux pumps and transporters (such as *MDR1*, *CDR1*, and *CDR2*) was observed upon 2H treatment (Fig. S14b). This finding is consistent with the general function of these pumps and transporters in cellular detoxification of numerous antifungal compounds and toxic metabolites^84^.

High osmolality (achieved in ways such as adding 1 M sorbitol to the growth medium) has been shown to suppress the temperature-sensitive phenotype caused by the loss of *SSE1* (i.e., *sse1Δ*) in *S. cerevisiae*^59^. This suppression has been attributed to the role of Sse1 in assisting Hsp90 in the cell wall stress pathway. However, the suppression by high osmolality is only partial for the *S. cerevisiae sse1Δ* strain used in our study (Fig. S15), suggesting that the degree of this suppression could be strain-specific. Including 1 M sorbitol in the medium showed little impact on either the MIC or MFC of 2H for SC5314 (Table 1), suggesting that suppressing the loss of Msi3’s role in cell wall maintenance using high osmolality alone is not sufficient to support viability. 

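*HSP90* (C7_02030W_A, chromosome 7, 439525 to 441648) had 68843 normalized counts in the control library and 44307 in the 2H library. Its log2 fold change was -0.69 (95% counting interval -0.71 to -0.67), or 1.62-fold lower, which is short of 2-fold. With library size alone it was -1.20, past 2-fold. Its rank among the 6275 compared genes, from the largest rise, was 3970.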

Consistent with this result, the transcription of Hsp90 is not significantly impacted by 2H treatment (Table S1).

## Discussion

In this study, we have identified 2H as the first inhibitor for fungal Hsp110 Msi3. Importantly, 2H not only abolishes the chaperone activity of Msi3 through a novel mode, but also strongly inhibits the growth and viability of *C. albicans*. Thus, 2H is important for both understanding the molecular mechanisms of Hsp110s and developing a new class of antifungals. Additionally, this study provides direct support for fungal Hsp110s, such as Msi3, as important new targets for designing specific and efficient treatments against various fungal infections.

An exciting and unique feature of 2H is its ability to specifically abolish the holdase activity while leaving the NEF activity largely intact. This is the first reported data to show that the holdase activity is specifically compromised for an Hsp110. Although Hsp110s is an essential component of the Hsp70 chaperone machinery in many crucial processes in maintaining proteostasis^11,15,17–19,34,35,41–53^, the molecular mechanism and exact role of Hsp110s are largely unclear. Mutational analyzes evidently support the importance of the NEF activity^61^, but the function and involvement of the holdase activity are almost completely unknown and thus largely ignored. As the major NEF for cytosolic Hsp70s, Hsp110s are much larger than all other known classes of NEFs, none of which shows holdase activity like Hsp110s^19,20^. More importantly, Hsp110s cannot be functionally replaced by other classes of NEFs, such as Fes1, especially in the role of dismantling protein aggregation^19,47–49,76^, implying the functional importance of the holdase activity. However, it has been challenging to dissect the function or mechanism of the holdase activity, primarily due to the lack of any available approach to disrupt this holdase activity without affecting the NEF activity. Thus, the strong inhibition of 2H on the Msi3-dependent refolding activity presented in this study has provided the first evidence to directly support that the holdase activity of Hsp110s is crucial for the folding activity of the Hsp70/Hsp110 chaperone machinery. Hence, this unique feature of 2H in inhibiting Msi3’s chaperone activity suggests that it could serve as an invaluable chemical tool to explore the elusive molecular mechanism and in vivo function of Hsp110s.

In fact, we have demonstrated that the specific protein aggregates induced by 2H treatment are distinct from those induced heat shock, indicating that these unique aggregates most likely represent endogenous substrates for Msi3’s holdase activity. Identifying these proteins using Mass Spectrometry would provide an unprecedented opportunity to characterize endogenous substrates for an Hsp110, allowing us for the first time to directly assess the functions and roles of the holdase activity of an Hsp110 in maintaining proteostasis in vivo. Because of the relatively high functional conservation among Hsp110s, the findings from the yeast system are likely applicable to other eukaryotes. Furthermore, the reduced protein folding and enhanced protein aggregation induced by 2H treatment indicate an overall disruption of proteostasis, the most probable underlying cause of the observed fungicidal effect of 2H. Thus, analyzing the unique protein aggregates induced by 2H treatment may also shed light on the contribution of specific cellular proteins and pathways compromised by the lack of Msi3’s holdase activity to the fungicidal activity of 2H.

The location of 2H binding to Msi3 and its associated inhibition mechanism are of great interest. Our biochemical analyzes revealed that 2H reduces the peptide substrate binding affinity for Msi3 while leaving the NBD-SBD allosteric coupling largely intact. Since 2H binds Msi3 in the presence of a high ATP concentration, the observed reduction in the ATP binding affinity is most likely a secondary effect of the compromised peptide substrate binding. Although a direct analysis of the ATP binding affinity for the isolated NBD could resolve this issue, our expression tests indicated that the isolated NBD of Msi3 is unstable, consistent with a similar report on Sse1^16^. Therefore, we hypothesize that the binding site of 2H is likely near or at the substrate binding site in the SBD, and 2H inhibits the chaperone activity of Msi3 by reducing the affinity for substrate binding. This is consistent with the specific inhibition of 2H on the holdase activity of Msi3. However, since the substrate binding activity of Hsp110s, which is crucial for the elusive holdase activity, is ill-defined, predicting the binding site for 2H remains challenging. In fact, neither the substrate binding site nor substrate preferences is clear for Hsp110s. This is mainly because limited peptide substrates have been analyzed for Hsp110s, as the transient nature of peptide substrate binding to Hsp110s complicates substrate identification and structural characterization^36^. So far, no structure is available for any Hsp110s with a substrate bound, partially due to the lack of a substrate with both high-affinity binding and practical solubility. Thus, the identification of endogenous substrates for Msi3 through analyzing the specific protein aggregates induced by 2H treatment may provide insights into substrate binding properties and generate suitable substrates for structural and biochemical characterization.

Hsp110s are homologs of Hsp70s, and the substrate binding site and properties of Hsp70s are well established^85–87^. Despite this, the sequence conservation in the SBD between Hsp110s and Hsp70s is too low to be recognized as homologs (12-15% identity)^11,18,36,54^, especially in the region around the known substrate binding site of Hsp70s. This makes the structure predictions based on homology unreliable. In fact, several mutational studies, including our own, suggest that the substrate binding site and mode of Hsp110s differ considerably from those of Hsp70s^36,52,56,88^, consistent with their different substrate preferences^63,80,81,89–94^. It is not surprising that mutations targeting the analogous Hsp70 substrate binding site show little or limited impact on the substrate binding activity of Hsp110s^36,56,61^. Although a recent in vitro biochemical study using such a mutant stated that the substrate binding by Sse1 is not obligated for its biological activities^56^, this mutant still displayed a temperature-sensitive phenotype, consistent with the importance of the substrate binding activity in vivo. The lack of a significant defect in vitro assays for this mutant may reflect differences between in vivo and in vitro experimental conditions. A crystal or cryoEM structure of Msi3 in a complex with 2H will eventually reveal the binding site of 2H, which will be invaluable for characterizing the elusive substrate binding activity of Hsp110s.

As a promising lead compound for a new class of antifungals, 2H seems to have notable advantages over available antifungals. The three available antifungal drugs target two major pathways: sterol ergosterol (polyenes for binding directly and azoles for biosynthesis) and the cell wall (echinocandins). As a key player in the essential processes of protein folding and proteostasis, Msi3 represents a brand-new target. Thus, it is unlikely that there will be immediate clinical resistance to 2H, meaning that 2H is likely be effective against various *C. albicans* strains that are resistant to other antifungals. Indeed, our tests on four fluconazole-resistant strains support this hypothesis. Targeting proteostasis may therefore be an effective approach to overcome resistance.

There are various classes of molecular chaperones, each with distinct functions and mechanisms^42,77^. Consistent with our study, inhibitors of Hsp90 molecular chaperones have demonstrated potential for inhibiting the growth of *C. albicans*^95,96^. Interestingly, Hsp110s have been identified as cochaperones for Hsp90s^17,43^. As antifungal targets, it seems Hsp110s have key advantages over Hsp90s. Hsp90s are essential and highly conserved, making it challenging to achieve selectivity against fungal pathogens. Three Hsp110s have been reported in humans: Hsp105, Apg-1, and Apg-2. Hsp105 serves as the primary member and is expressed in nearly all the tissues examined, while Apg-1 and Apg-2 are typically expressed in the testes. Knockout experiments in mice suggest that none of these human Hsp110s are necessary for normal development and growth^23–25^. In contrast, Hsp110s, such as Msi3, are crucial for fungi. Moreover, the conservation among Hsp110s is relatively low (Fig. S2 and S16). In addition, with extra sequences at the C-terminus, human Hsp110s (~110 kDa) are much larger than fungal Hsp110s (~80 kDa), suggesting that they may utilize different mechanisms^11,18,88^. Indeed, unlike Msi3, Hsp105 is unable to substitute for Sse1 in supporting growth (Fig. S8a). Taken together, Hsp110s may have higher selectivity as an antifungal target than Hsp90s. Recently, inhibitors selectively targeting fungal Hsp90s were reported, despite the high sequence conservation^95^, which bolsters confidence for targeting Hsp110s to treat fungal infections.

The potential binding site of 2H on the SBD could provide an advantage for 2H as a selective inhibitor for Msi3 over human Hsp110s. Based on the sequence alignment between human Hsp110s and Msi3 (Fig. S16), the conservation in the SBD is especially low, even when considering the already low overall sequence conservation. Moreover, the SBD of human Hsp110s is significantly larger than that of fungal Hsp110s, and human Hsp110s may use different mechanisms and sites for substrate binding^88^. On the other hand, the NBD shows higher sequence and structure conservation^29,54,60,61^, which may be due to its conserved role in binding ATP. Thus, the nucleotide-binding site may not be an appropriate target for specific inhibitors.

Based on the high conservation among fungal Hsp110s (Figs. S2), 2H has the potential to function as a broad-spectrum fungicidal. Besides *C. albicans*, the most common pathogen for fungal infections, multiple *Candida* species can cause serious infections in humans, including *C. glabrata*, *C. parapsilosis*, *C. tropicalis*, *C. krusei*, and *C. auris*. Hypothetical Hsp110 homologs have been reported in some of these *Candida* species. The sequence conservation among these fungal Hsp110s is high (Fig. S2). Thus, Hsp110s are most likely essential for these *Candida* species, and 2H may be effective against candidiasis caused by various *Candida* species. Our observation of 2H’s fungicidal effect on *C. glabrata* supports this hypothesis.

A limitation of 2H is its moderate solubility in aqueous solutions (≤100 µM, 43.7 mg/L), although its solubility in organic solvents such as DMSO can reach more than 20 mM. To increase the efficacy of 2H for inhibiting *C. albicans*, the next step in our effort is to improve its solubility by designing and synthesizing chemical analogs. In addition, the structural basis of 2H binding to Msi3 will provide a solid foundation for designing next-generation inhibitors with increased binding affinity and enhanced selectivity for Msi3. Such analogs of 2H improved in all these aspects have the potential to aid the development of effective antifungals with enhanced potency.

## Methods

### Protein expression and purification

The expression and purification of Msi3, Msi3-I164D, Ssa1, Ydj1, Sse1, human Hsp70 (hHsp70), and firefly luciferase have followed published protocols^54,65,66,97–99^. Human Hsp105 and HDJ2 were expressed and purified in a similar way as that of Msi3. Except for Ssa1, the ORFs of these proteins were amplified and cloned into the pSMT3 vector to express as an Smt3 fusion protein with a His6 tag at the N-terminus. To increase the Ulp1 digestion efficiency during purification (see below), a linker (sequence: GSDS) was inserted between Hsp105 and Smt3. The pSMT3 vector was a generous gift from Dr. Christopher Lima (the Sloan Kettering Institute)^100^. The Msi3 ORF was amplified from a genomic DNA preparation of *Candida albicans* (generously provided by Dr. Ronda Rolfes, Georgetown University). The I164D mutation was introduced into Msi3 using mutagenic PCR. For Msi3, Hsp105, hHsp70, and HDJ2, the expression was carried out at 18 °C for 6-8 hours after transforming Novagen’s Rosetta2(DE3)pLysS strain (MilliporeSigma). Ydj1, Sse1, and firefly luciferase were expressed in BL21(DE3) at 30 °C for 6 hours. All the Smt3 fusion proteins were first purified on a HisTrap column (GE Healthcare Life Sciences) using buffers containing 25 mM Hepes-NaOH, pH 7.5, 300 mM NaCl, 10% glycerol, and 1 mM TCEP. The eluted fractions containing the Smt3 fusion proteins were treated with Ulp1 protease to cleave off the Smt3 tag. After the Smt3 tag was removed on a second HisTrap column, the resulting proteins were further purified on a HiTrap Q column. The peak fractions were concentrated to >10 mg/ml in a buffer containing 25 mM Hepes-KOH, pH 7.5, 50 mM KCl, and 1 mM DTT.

The *Pichia pastoris* strain GS115 was used to express Ssa1 protein (a generous gift from Dr. Johannes Buchner at the Technische Universität München)^97^. After induction in YP medium contacting 0.5% methanol at 30 °C for 24 h, the expressed Ssa1 protein was first purified on a HiTrap Q column using buffers containing 25 mM Hepes-NaOH, pH 7.5, 1 mM EDTA and 1 mM DTT. The fractions containing Ssa1 were pooled, (NH_4_)_2_SO_4_ was added to a final concentration of 1.5 M and then purified on a butyl-Sepharose column. Before mixing with a 3 ml ATP agarose resins (Sigma), the Ssa1 protein was dialyzed in a buffer containing 25 mM Hepes-NaOH, pH7.5, 150 mM NaCl, 10 mM Mg(OAc)_2_ and 1 mM DTT. Then, the Ssa1 protein was eluted with 5 mM ATP. After extensive dialysis to remove ATP, the purified Ssa1 protein was concentrated to more than 10 mg/ml.

After transforming the pET28-ULP1 plasmid into BL21(DE3), the expression of Ulp1 was carried out at 30 °C for 5-6 hours. Ulp1 was purified on a HisTrap column using 2xPBS buffer. After dialyzed in a buffer containing 25 mM Hepes-NaOH, pH7.5, 300 mM NaCl, and 10% glycerol, the purified Ulp1 protein was concentrated to >10 mg/ml.

All the purified proteins were aliquoted, flash-frozen in liquid nitrogen, and stored in −80 °C freezers.

### Compound preparation and storage

Stock solutions in DMSO were prepared for 2H (20 mM), Riociguat (20 mM), Compound C (10 mM), and fluconazole (100 mM). Before stored in a −80 °C freezer, all stock solutions were aliquoted and flash-frozen in liquid nitrogen. Each tube of compounds was thawed only once and used within several hours after thawing. In all assays, the concentration of each compound was kept below its solubility limit in aqueous solution.

### Fluorescence polarization assay for determining ATP binding

A fluorescence-labeled ATP, N6-(6-amino)hexyl-ATP-5-FAM (ATP-FAM), was purchased from Jena Bioscience (Germany) for testing ATP binding to Msi3, Sse1, Hsp105, and Ssa1 using a fluorescence polarization assay^56,65,66^. For the compound screen, Msi3 was diluted to 0.1 µM using Buffer A (25 mM Hepes-KOH, pH 7.5, 150 mM KCl, 10 mM Mg(OAc)_2_, 10% glycerol, and 1 mM DTT). Then, each compound was added to a final concentration of 100 µM and incubated at the room temperature for 1 hour. After adding ATP-FAM at a final concentration of 20 nM, the reactions were incubated for 1 h at the room temperature to allow ATP-FAM to bind to Msi3. The fluorescence polarization measurements were performed on a Beacon 2000 instrument (Invitrogen), and the reaction without any compounds was used as a positive control.

To determine the effect of compounds on the binding affinities of ATP-FAM for Msi3, Sse1, Hsp105, and Ssa1 proteins, serial dilutions of each protein were incubated with each compound at the indicated final concentrations for 1 hour at the room temperature. Then, ATP-FAM was added to a final concentration of 20 nM, and the reactions were incubated for 1 hour at room temperature. Fluorescence polarization was measured for each reaction and plotted using GraphPad Prism software to deduce dissociation constants (*K*_*d*_) after fitting to a one-site binding equation.

### 2H fluorescence spectrum for analyzing 2H binding to Msi3

To assay 2H binding to Msi3, we scanned the fluorescence spectra of 2H in the presence and absence of Msi3 with the excitation wavelength set at 308 nm. 2H was kept at a final concentration of 5 μM for all the scans. For the Msi3 protein with 2H treatment, 10 μM Msi3 was incubated with 2H in buffer A for 1 h at room temperature before scanning the emission spectra. For reactions with ATP, a 2 mM final concentration of ATP was included. When relative fluorescence was used, peak intensity of each spectrum was set at 1.

### Determining peptide substrate-binding affinity using fluorescence polarization

The TRP2-181 peptide labeled with a fluorescein at the N-terminus was used to determine the substrate binding affinity of Msi3 based on a previously published protocol^65^. In brief, to determine the effect of 2H on the binding affinity of Msi3 for the TRP2-181 peptide, serial dilutions of Msi3 were prepared in buffer A, and 2H was added to the indicated final concentrations. After incubating at room temperature for 1 hour, the TRP2-181 peptide was added to a final concentration of 20 nM. After mixing well, the reaction was further incubated at room temperature for 1 h to allow the binding to reach equilibrium. Then fluorescence polarizations were recorded and fitted to a one-site binding equation to calculate dissociation constants (*K*_*d*_) using GraphPad Prism. An almost identical protocol was used to determine the binding of the TRP2-181 peptide to Hsp105 and the NR peptide to Ssa1.

For the competition analysis, Msi3 at the indicated concentration was first incubated with the TRP2-181 peptide for 30 min to allow binding to reach equilibrium. After polarization was measured to confirm the binding, 2H was added to a final concentration of 100 µM, and polarization readings were tracked over time to monitor the release of the TRP2-181 peptide. The addition of an equal amount of the solvent DMSO was used as a negative control.

### Limited trypsin digest for analyzing ATP-induced allosteric coupling in Msi3

This assay was performed using a previously published protocol^54,65,66^. In brief, Msi3 was diluted to 1 mg/ml in buffer A and incubated with 2H for 1 hour at room temperature. Then, trypsin was added to a final concentration of 1.67 µg/ml and incubated at 25 °C for 30 min. The digest reactions were terminated by adding PMSF to a final concentration of 1 mM. After running SDS-PAGE gels, the digest patterns were visualized via staining with Coomassie blue.

### NEF activity assay for Msi3

The assay was performed based on a previously published procedure^65,66^. ATP-FAM (20 nM final concentration) was incubated with Ssa1 protein (1 µM final concentration) on ice for 1 h to form a Ssa1-ATP-FAM complex in buffer A. Meanwhile, in separate tubes, Msi3 was diluted to 10 μM and incubated with 2H at a final concentration of 100 μM for 2 hours at room temperature. Afterward, 12 μl of this 2H-treated Msi3 was mixed rapidly with 108 μl of the preformed Ssa1-ATP-FAM complex at room temperature, and fluorescence polarization readings were recorded over time using a Beacon 2000. Regular ATP (final concentration: 50 μM) was included in the indicated reactions. Msi3 without 2H treatment was used as a control.

### Native gel analysis on the complex formation between Msi3 and Ssa1

Purified Msi3 and Ssa1 proteins were diluted using buffer D (25 mM Hepes-KOH, pH 7.5, 50 mM KCl, 10 mM Mg(OAc)_2_, and 1 mM DTT). 2H (at a final concentration of 100 μM) was incubated with diluted Msi3 for 1 hour on ice. When forming the Msi3-Ssa1 complex, Msi3 (5 µM) and Ssa1 (10 µM) were mixed with ATP at a final concentration of 2 mM and incubated on ice for 45 minutes. After adding the sample buffer, all the samples were applied to 10% native gels (run at 120 V for 3 hours on ice). The native gels were stained with Coomassie Blue to visualize the bands.

### Preventing protein aggregation (i.e., holdase) assay using OD_320_

When purified firefly luciferase was used as a substrate, the assay was carried out using a published protocol^34,65,66^. Before performing the assay, 90 μM Msi3 or Msi3-I164D was first treated with 2H (100 μM) at room temperature for 2 h in buffer B (25 mM Hepes-KOH, pH 7.5, 150 mM KCl, 10 mM Mg(OAc)_2_, 3 mM ATP, and 1 mM DTT). Then, the 2H-treated Msi3 was mixed with luciferase in buffer B. The final concentrations of luciferase, Msi3, and 2H were 750 nM, 9 µM and 10 μM, respectively. The reactions (1 ml for each reaction) were started by heating in a 42 °C water bath, and UV absorbance at 320 nm was monitored over time. Luciferase alone was used as a negative control, and luciferase with the addition of Msi3 as a positive control.

For the assay using Ulp1 as a substrate, the methods described above were repeated using purified Ulp1 protein in place of luciferase. The final concentrations of Ulp1, Msi3, and 2H are 2.5, 10, and 20 μM, respectively.

### Holdase assay for IC_50_ determination

The assay was carried out in a similar way as published previously for human Hsp110^29^. An 11-min incubation at 42 °C was applied on purified luciferase (4 nM) to induce denaturation, which results in aggregation in the absence of chaperones. Inclusion of Msi3 (0.5 μM) during this incubation prevents the denatured luciferase from aggregating. Afterward, Ssa1 and Ydj1 were added to a final concentration of 3 μM each to refold the denatured luciferase while aggregated luciferase failed to refold. After incubating at room temperature for 30 min, the activity of luciferase was measured in a luminometer (Berthold LB9507) by mixing 2 µl of each reaction mixture with 50 µl of luciferase substrate (Promega). Buffer C (25 mM Hepes-KOH, pH 7.5, 100 mM KCl, 10 mM Mg(OAc)_2_, 3 mM ATP, and 1 mM DTT) was used for this assay. To determine the IC_50_ for 2H, a serial dilution of 2H was incubated with Msi3 (5 μM) for 1 hour at room temperature before incubating with luciferase at 42 °C. Relative activities were calculated by setting the luciferase activities in the samples with the untreated Msi3 as 100%. As compound controls, Msi3 was treated with either fluconazole, Riociguat, or Compound C in the same way as 2H.

An almost identical method was used for human Hsp105. To achieve a strong activity in preventing the aggregation of luciferase, the final concentrations of Hsp105 were 4 μM. hHsp70 and HDJ2 were used in place of Ssa1 and Ydj1.

### In vitro refolding assay using purified proteins

The in vitro refolding assays using the Ssa1 and human Hsp70 chaperone systems with purified firefly luciferase as a substrate were carried out based on a published protocol with modifications^14,61,65,66,98^. For the refolding assay using the Ssa1 chaperone system, Ssa1, Msi3, and Ydj1 were used as Hsp70, Hsp110, and Hsp40 chaperones, respectively. First, 60 μM Msi3 was treated with 100 μM 2H in buffer C for 1 hour at room temperature. Then, a refolding reaction mixture containing 3 µM Ssa1, 4 µM Ydj1, and 2 μM 2H-treated Msi3 in buffer C was prepared. After luciferase (11 nM) was denatured by incubating at 42 °C for 15 min in the presence of 3 µM Ssa1, the refolding reaction was started by diluting the denatured luciferase into the refolding reaction mixture. At the indicated time, the activity of luciferase was measured using a luminometer (Berthold LB9507) by mixing 2 µl of refolding reactions with 50 µl of luciferase substrate (Promega). Msi3 with no treatment was used as a control. Relative luciferase activities were calculated by setting the activity of the unheated luciferase as 100%.

The human Hsp70 chaperone system used includes hHsp70, Hsp105, and HDJ2. For the refolding assays, we carried out an almost identical protocol as that of the Ssa1 chaperone system described above. The final concentrations of hHsp70, Hsp105, and HDJ2 were 3, 1, and 3 µM, respectively.

### Antifungal susceptibility and viability testing on yeast strains

MIC and MFC were determined according to the Clinical and Laboratory Standards Institute for yeasts (CLSI, M27). The WT *C. albicans* strain SC5314 was obtained from Dr. Ronda Rolfes and the fluconazole-resistant strains FH5, 12-99, JS14 and JS15 from Dr. Theodore White. We purchased the *C. glabrata* strain 2001 and *S. cerevisiae* strain *YPL106C BY4742* (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 trp1Δ1 sse1Δ*) from ATCC. To accommodate all the pathogenic strains, a yeast synthetic medium YNB was used for the tests since some of the strains were reported to have poor growth in RPMI medium^74^. Before stored in the −80 °C freezer, all these strains were grown in Sabouraud medium, resuspended in 35% glycerol, aliquoted, and flash frozen in liquid nitrogen.

A frozen aliquot was thawed and inoculated in 5 ml Sabouraud medium. After growing at 30 °C for 1 overnight, the culture was centrifuged at 1200 *g* for 5 min at room temperature and washed twice with PBS. The inoculum was prepared by diluting the washed culture into YNB medium to a final OD_600_ of 0.0005 or 5 × 10^3^−1 × 10^4^ colony forming unit (CFU) per ml. The inoculum was aliquoted into a sterile 96-well culture plate. Serial dilutions of compounds (such as 2H, fluconazole, Riociguat, or Compound C) were prepared and added into the aliquoted inoculum. The final volume is 100 µl for each well. The plate grew at 37 °C with shaking at 250 rpm. The growth was measured by absorbance at 600 nm in a spectrophotometric plate reader. For SC5314, 12-99, JS14, JS15, and 2001, a growth of 24 h was used. FH5 grows slower and readings were measured after 48 hours. Wells with medium only were used as blanks and wells with only inoculum were used as growth controls. As a viability test to determine MFC, after measurement with a spectrophotometric plate reader, a 100 µl aliquot was removed from each well that showed no obvious reading (i.e., growth), diluted with 100 µl PBS, and plated on to a Sabouraud agar plate. After growing at 30 °C for 1–2 days, colonies were counted. Chequerboard (or checkerboard) assay was carried out to determine the fractional inhibitory concentration index (FICI) according to the published protocol^101,102^.

After transforming the *YPL106C BY4742 sse1Δ* strain with the *pRS313-MSI3* plasmid^65,66^, we obtained the strain *MSI3 sse1Δ* used for our assay^65,66^. The growth and viability tests were carried out in a yeast synthetic dropout medium without histidine (His dropout) to maintain the *pRS313-MSI3* plasmid^65,66^.

The expression of Hsp105 was assayed using Western blot with an anti-HSPH1 antibody (R&D System, cat # AF4029) using 1:2,000 dilution. The secondary antibody is Rabbit anti-Goat Ig Secondary Antibody, HRP (Invitrogen, cat # SA5-10314) at 1:40,000 dilution.

### Biofilm formation in vitro

The assay was performed according to a published protocol^103^. SC5314 was inoculated in Sabouraud medium and grown at 30 °C for 1 overnight. The culture was centrifuged at 1200 *g* for 5 min at the room temperature and washed twice with PBS. After resuspended in YNB medium, the OD_600_ was adjusted to 0.005 (5 × 10^4^−1 × 10^5^ CFU/ml). A sterile 96-well tissue culture plate was coated with 10% fetal bovine serum for 2 hours at room temperature. After washing each well twice with 200 µl PBS, the inoculum was aliquoted into the 96-well plate. A serial dilution of 2H was prepared and added to wells with inoculum. The plate was incubated at 37 °C without shaking. After 24 hours, the plate was washed twice with PBS to remove cells that did not adhere. Adherent cells (i.e., biofilm) were assessed by both measuring absorbance at 600 nm in a spectrophotometric plate reader and examining with light microscopy.

### Cell cytotoxicity assay

Human lung fibroblast HLF-1 cell line, human hepatic stellate LX-2 cell line and human colorectal cancer HCT116 cell line were purchased from ATCC (Manassas, VA). HLF-1 cells were cultured in DMEM-F12K medium (Gibco, Carlsbad, CA), and LX-2 and HCT116 cells were cultured in DMEM medium (Gibco, Carlsbad, CA). All the cells were grown at 37 °C and 5% CO_2_ under humidified conditions with media supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA), 100 mg/mL penicillin G, and 100 mg/mL streptomycin (Life Science, P1400). Cell cytotoxicity was determined using a CCK-8 assay. In brief, HLF-1, LX-2 and HCT116 cells were seeded separately into 96-well plates with 3 × 10^3^ cells/well at a final volume of 100 μl. After 12 h growth, cells were treated with the indicated concentrations of 2H for 48 h. Then, fresh CCK-8 (10 μl, 5 mg/mL, Biosharp) was added to each well and incubated at 37 °C for 2 h. Finally, the spectrophotometric absorbance of each well was measured using a microplate reader at a wavelength of 450 nm.

### In vivo luciferase refolding assay in yeast

The assay was carried out based on the protocol published by the Morano group^79^. The *p426MET25-FFL-GFP* plasmid that carries the firefly luciferase gene (FFL) for expression in *S. cerevisiae* as the model substrate for refolding was a generous gift from Dr. Kevin Morano. This plasmid was transformed into the *S. cerevisiae* strain *MSI3 sse1Δ*^65,66^. Fresh transformants were grown overnight at 30 °C in a yeast synthetic dropout medium without histidine and uracil. On the second day, the culture was diluted to 0.6 OD_600_ and continued to grow at 30 °C for 2–3 h until it reached 0.8 OD_600_. Then, the cells were pelleted by centrifugation at 3000 *g* for 3 min and washed twice with sterile water. To induce the expression of FFL, the yeast cells were resuspended in a yeast synthetic dropout medium without histidine, uracil, and methionine. After induction for 1 hour at 30 °C, cycloheximide was added to a final concentration of 100 μg/ml to inhibit further protein expression. To denature FFL, the yeast cells were heated in a 45 °C water bath for 30 min. Following the addition of 2H (20 μM) or fluconazole (100 μM), refolding was carried out at 25 °C. At the indicated time points, 50 µl samples were taken from each culture and mixed with 50 µl of D-luciferin (455 μg/ml final concentration). The luciferase activity was measured using a luminometer (Berthold LB9507). Cultures without heat shock denaturation were used as controls. The luciferase activity before heat shock denaturation was set as 100%.

The protein levels of FFL were assayed using Western blot with an anti-luciferase antibody (Rockland, cat # 200-103-150 S) using 1:50,000 dilution. To analyze the integrity of the cells, cultures were examined using a Zeiss Spinning Disc Confocal Microscope (Objective: 100X Oil; Reflector: DIC-TL).

### In vivo protein aggregation assay

To assess the effect of 2H on dismantling protein aggregation and protein folding in vivo, the published protocols for analyzing protein aggregation were used^80,81^. For dismantling protein aggregation in vivo, a single colony of the *S. cerevisiae* strain *MSI3 sse1Δ* was inoculated into a yeast synthetic dropout medium without histidine. After growing one overnight, the culture was diluted to 0.2 OD_600_ and continued to grow for another 3–4 hours to reach 0.4–0.5 OD_600_. A 30-min heat-shock incubation at 45 °C was applied. Afterward, the culture was chilled briefly at 4 °C and allowed to recover at 30 °C for 90 min. 2H or fluconazole was added to a final concentration of 80 µM immediately before the 90-min recovery. Samples were taken immediately before and after heat-shock incubation as well as after a 90-min recovery. Each sample was centrifuged at 1200 *g* for 5 min to pellet the cells and flash frozen in liquid nitrogen. The cell pellets were thawed and resuspended in a cold PBS buffer with the addition of 1 mM EDTA, 2 mM DTT and 0.1% Tween 20. French Press was applied to break the cells. Intact cells and cell debris were removed by a centrifugation at 5000 *g* for 10 min. Protein concentrations of the cell lysates were estimated by OD_280_ using NanoDrop. After adjusting the concentrations to a similar level, the cell lysates were subjected to an ultracentrifugation at 20,000 *g* for 20 min. The supernatant was removed, and the pellets were washed with a cold PBS buffer containing 1 mM EDTA, 2 mM DTT, and 2% NP40. After a second centrifugation at 20,000 *g* for 20 min, the resulting pellets were dissolved in lithium dodecyl sulfate (LDS) sample buffer. The total cell lysate and pellet for each treatment were loaded onto an SDS-PAGE. Equivalent amount of each sample was adjusted based on the OD_280_ measurement. The same protocol without the 45 °C heat-shock was carried out to examine protein aggregation in vivo to analyze the effect of 2H on protein folding. A similar protocol was used to evaluate the effect of 2H (100 µM) on in vivo protein aggregation in *C. albicans* strain SC5314.

### Transcriptomic analysis

*C. albicans* strain SC5314 was inoculated in Sabouraud medium and grew at 30 °C for overnight. After centrifugation at 1200 *g* for 5 minutes, the pellet was washed twice with PBS, and re-suspended in YNB medium to an OD_600_ = 0.2. 2H was added to a final concentration of 100 µM and the culture was grown at 37 °C for 30 minutes. A culture with addition of DMSO was used as a control. Cells were pelleted by a centrifugation at 1200 *g* for 5 min and washed twice with PBS. Afterward, the cell pellet was flash frozen in liquid nitrogen. Triplicates were prepared for each sample. Total RNA was extracted from each sample using a TRNzol Universal Reagent (TianGen Biotechnology, Beijing, China). The purity and concentration of extracted RNA were estimated using NanoDrop 2000 (NanoDrop Technologies), and the integrity of the total RNA was analyzed using Agilent 2100 bioanalyzer (Agilent Technologies). mRNA was enriched from the total RNA using oligo (dT) magnetic beads, then digested into short pieces using the fragmentation buffer at 94°C for 5 min. Using mRNA fragments as templates, the first strand of cDNA was synthesized through random hexamer primers, followed by the second-strand of cDNA synthesis using DNA polymerase I and RNase H. The products were amplified by PCR and further purified by QIAquick PCR purification kit to create a cDNA library. The libraries were sequenced using the Illumina HiSeq 2500 platform (Illumina) at Novogene Bioinformatics Technology Co., Ltd (Beijing, China).

The RNA-seq data were aligned to the Ensembl *Candida albicans* annotation information using HISAT2 (version 2.0.5), and the quantification was performed with featureCounts (version 1.5.0–p3). The R package DEseq2 (version 1.38.3)^104^ was then employed to identify differentially expressed genes between the control and 2H-treated groups, defined as genes with adjusted *p*-value < 0.05 and fold change >2. The R package Clusterprofiler^105^ was used for pathway analysis of the differentially expressed genes, based on the definition from Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Pathways with *p*-value < 0.01 and *q*-value < 0.05 were considered enriched.

### Statistics and reproducibility

All experiments were performed more than three times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

reporting summary

## Data Availability

The RNA-seq data for the transcriptomic analysis generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE226137. All other data described in the manuscript are contained within the manuscript. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

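RNA sequencing data of *C. albicans* SC5314 treated with 2H and of control cells treated with DMSO were analysed. The paper states 3 replicates per group. The authors aligned the reads with HISAT2, counted them on genes with featureCounts and deposited raw counts per gene, with 1 column for each group. The authors also deposited FPKM values in 1 column per group, for which the tool is not given in the sources used here. In each FPKM column, the ratio of count to FPKM and gene length gave 1 depth for all genes. Scaling the counts by these depths in place of TMM shifts every log2 fold change by 0.04. These depths, 2.44e+07 for the control and 1.55e+07 for 2H, are not the count totals. They lie near the effective library sizes of TMM, 2.41e+07 and 1.57e+07. The FPKM alternatives thus nearly repeat the TMM scaling and are no independent check of it. The gene length in the deposited table is a property of the gene, not a measurement. For 99.3% of the protein-coding genes it is a multiple of 3, so it is a coding length without UTRs. Coordinates are those of the deposited table, on Assembly 22, haplotype A.

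Columns were assigned to groups by their names, which give the strain with or without 2H. Every column of values was assigned. The design set before the data were examined was an edgeR quasi-likelihood test on 3 libraries per group. With 1 column per group no spread between replicates can be estimated, so no test was run on genes or lists, and no p-value, standard error or SD is given for the deposited values. What was kept from the design is the scaling, the fold threshold, the gene lists and the rule for naming genes. The filter was adapted to at least 10 counts in 1 library or more, which left 6275 of 6554 features and 6064 protein-coding genes.

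The control library held 20198781 counts and the 2H library 18722896, with 6351 and 6440 features detected. TMM factors from edgeR 4.0.16 (R 4.3.3) were 1.19 for the control and 0.837 for 2H. A log2 fold change is the log2 ratio of the counts, each divided by its effective library size, with no prior count. A count of 0 against a count above 0 was replaced by 3 counts, and the fold is then given as a lower bound. Intervals of 95% are exact Clopper-Pearson intervals on the share of a gene's counts that fall in the 2H library, turned into a ratio (scipy 1.17.1). They cover counting error only, and not the variation between cultures or library preparations. Normalized counts are counts over median-of-ratios size factors of 1.27 for the control and 0.790 for 2H. A gene was called higher or lower past a fold change of 2, the fold threshold of the paper.

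Gene symbols were taken from the deposited table, which has 3254 of them and 3 more that a spreadsheet had turned into dates. These 3 were restored from the reference table of assembly ASM18296v3, in which 6263 of the 6554 identifiers were found. The reference was used for names alone. SSA1 was matched through its description to the gene with the symbol HSP70, the heat shock factor to CTA8, and Caj1 to the gene described as the match of the *S. cerevisiae* protein. Genes are named by this rule: all genes the paper names in its transcriptomic results, the 5 largest rises and the 5 largest falls among genes past 2-fold with a normalized count of at least 100 in 1 library or more, and in each gene list the largest rise and fall where past 2-fold. The values of Fig. 6a in the Source Data had been seen when the rule was written.

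The 15 gene lists were part of the design and were defined by symbol: cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, RNA polymerase, proteasome and TRiC/CCT subunits, ergosterol biosynthesis, peroxisome, carbon metabolism, amino acid biosynthesis, cell cycle, heat shock proteins, the ER unfolded protein response, oxidative stress and hypha-associated genes. To describe whether a list stands apart, its median log2 fold change was set against the medians of 10000 random lists of the same size, drawn from the same 10 bins of mean expression. The planned Fisher test on lists was not run for want of tested genes. The calculation was tested on simulated counts for the 2H and control comparison, drawn for the 6275 genes with 200 of them changed 4-fold. Of the changed genes, which were drawn from those with a mean normalized count above 50, 100% came out past 2-fold. Of the 6075 unchanged genes 20 came out past 2-fold, and 0 of the 5762 with a mean normalized count above 50 did. The counting interval held the true value for 95.2% of the genes above that level. The simulation changed far fewer genes than the 1832 higher and 1898 lower in the data. It therefore does not test the choice of scaling at that extent of change.

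The replicate values printed for 5 genes are the paper's, from its Source Data, with SDs computed from them. Alternatives were median-of-ratios, upper quartile and library size scaling, no filter and a filter of 50 counts, log2 of FPKM plus 1 or plus 0.1, a fold threshold of 4 and, added later, a scaling by the paper's Source Data. Their effects are given in the closing section.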

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

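The tests below of a common factor for RNA that is not mRNA, of length bias in snoRNAs, of reads shared between reductase paralogs, of upstream against downstream neighbours and of genes without a raised neighbour were chosen after the results were seen. Each item is a signal in genes outside those the paper's text discusses that is higher in the 2H library than in the control library. With 1 library per group, an effect of 2H and any other difference between the 2 libraries are not separated, and GC content was not tested.

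RNAs that do not code for protein were higher in the 2H library as classes. The median log2 fold change was 3.57 for 68 snoRNA genes, 3.36 for 37 tRNA genes, 4.82 for 4 snRNA genes, 3.74 for 5 genes of the class ncRNA, 3.29 for 6 rRNA genes and 2.21 for 83 transcripts to which the annotation gives no class. Of the 68 snoRNA genes, 61 were more than 2-fold higher and 1 more than 2-fold lower. The counts on snoRNA genes were 0.135% of the control library and 0.777% of the 2H library. These libraries were made from RNA enriched for poly(A) tails, which is not expected to select most RNAs of these classes, so a lower yield of mRNA is a candidate explanation. The median of the rRNA class is close to that of the snoRNAs, which is higher by 0.28 with a middle 50% of the snoRNA genes between 2.38 and 4.46, so these medians do not part. A yield that changed by exactly 1 factor for all RNA that is not mRNA would also move each rRNA alike. The 25S and 18S rRNA genes, with most of the rRNA counts, rose by a log2 fold change of 1.75 and 1.66, and the snoRNA median was higher than the larger of these by 1.82. *RDN58* rose by 1.07, while *RDN5* (4.82, 95% counting interval 3.81 to 6.06) and the mitochondrial CM_00010W (5.59) and CM_00360W (6.21), with 8, 47 and 12 control counts, rose more. Among the abundant rRNA genes, the 95% counting intervals of *RDN58* (0.99 to 1.15) and of the 25S gene *RDN25* (1.74 to 1.76) lie apart. The spread between these RNAs argues against exactly 1 factor for all. A lower yield of mRNA with factors that differ between RNAs stays open. Reads from genes that overlap or lie within 200 bases are argued against as the whole cause. The 34 snoRNA genes with no other gene within 200 bases had a median of 3.09. Reads running over from adjacent genes further away were not tested for snoRNAs and stay open. Length bias cannot be told apart from a change in snoRNAs, because 66 of the 68 are at most 150 bases long and only 8 protein-coding genes are that short, with a median of 1.78 and a range from -1.58 to 6.43. An earlier form of this test, over protein-coding genes in the whole length range of the snoRNAs, had argued against length bias, and was replaced because few of those genes are as short as most snoRNAs. An effect of 2H on these RNAs remains open and untested.

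*IFD6* (log2 fold change 10.83), C1_04010C_A (10.00) and *CSH1* (9.58) are genes with an aldo/keto reductase domain on chromosome 1, and together they went from 329 to 194369 counts. Reads shared between paralogs could move counts from one gene of the family to another, but would not raise the family. The sum was first taken over these 3 genes (log2 fold change 9.83), which were chosen for their rise and so decide nothing, and then over the family. The summed counts of all 15 genes with this domain rose from 23494 to 246473, a log2 fold change of 4.01, while 5 of the 15 were more than 2-fold higher and 7 more than 2-fold lower. The sharing of reads within the family is thus argued against as the whole cause, although the split of counts between *IFD6*, *CSH1* and C1_04010C_A stays uncertain. *CSH1* and C1_04010C_A are also adjacent on the same strand, and running over from one to the other stays open. The other scalings shift all genes alike, by at most 0.51 on the log2 scale.

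C4_01350W_A, a gene of 312 bases without a description, had 0 and 3267 counts, which gives a log2 fold change of at least 10.71 with the floor of 3 counts, while the lower end of its two-sided 95% counting interval is 10.41. C2_06450C_A, listed as a pseudogene whose best match is *GRP2*, had 7 and 2566 counts (log2 fold change 9.14). *GRP2* itself, looked up after these values were seen, rose from 2464 to 82637 counts, and reads shared with it are open as a source for the pseudogene. For single genes with such rises, transcripts or reads running over from a raised neighbour were tested on all 198 genes raised more than 16-fold. Of these, 24.2% (95% exact binomial interval 18.4 to 30.8) had an adjacent gene within 500 bases raised more than 4-fold, against 14.7% of all compared genes. The excess is what the test, as first set, had named as the sign of running over. Genes regulated together would give it too, so the comparison of upstream with downstream neighbours was added after it was seen. Running over in the direction of transcription would raise the upstream neighbour of the same strand more often than the downstream one. The shares were 42.9% of 42 upstream and 42.6% of 47 downstream neighbours, with an interval for the former of 27.7 to 59.0, so for genes with a raised neighbour the explanations cannot be told apart. Adjacent genes can lie further apart, so adjacent genes at any distance were looked at too. Of the 198 genes, 101 (51.0%) had such a neighbour raised more than 4-fold, against 26.3% of all compared genes, and for these running over stays open. The other 97 have none, which argues against running over from an adjacent gene raised more than 4-fold as their source. Running over from genes that rose less or not at all was not tested. An earlier form of this test took neighbours within 500 bases alone.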

How the results depend on the processing

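Counting intervals past 2-fold, scaling by the paper's Source Data, the shorter cell cycle list and random lists matched on length or on control expression were chosen after seeing the data. The other alternatives were set before. No paired analysis was possible because the files hold 1 column per group. For the same reason the DESeq2 Wald test, the edgeR fit with a replicate block or with libraries left out, glmTreat, camera, fry, limma's test on FPKM, the threshold on adjusted p alone and the other background of the Fisher test were not run. For FPKM, the fold change alone was computed.

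The counts of genes past 2-fold, 1832 higher and 1898 lower, stayed within 1.5 times these values under the other scalings, filters and pseudocounts. They ranged from 1336 to 1939 higher and from 1759 to 2559 lower. A fold threshold of 4 left 955 genes higher and 839 lower, fewer by construction. The same threshold left 23 ribosomal protein genes higher, and 13 peroxisome, 16 amino acid biosynthesis and 26 cell cycle genes lower. The counts for ribosome biogenesis, RNA polymerase and carbon metabolism genes stayed within 1.5 times under each alternative. The symbol rule for the cell cycle takes in *CDC19*, *CDC60* and *CDC123* by their names alone. Without them, 48 of 87 genes were more than 2-fold lower and the median was -1.21.

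Another scaling adds 1 constant to all genes, and the counting intervals of the 5 genes in Fig. 6a are narrow at this depth. Without a filter the log2 fold changes of all 5 stayed inside these intervals, as did *YDJ1* from FPKM with either pseudocount. *FES1* stayed inside with median-of-ratios, from FPKM, with a filter of 50 counts and with the scaling by the Source Data. The other alternatives moved them further. With median-of-ratios they were 1.56 for *MSI3*, 1.77 for SSA1, 2.13 for *YDJ1* and 0.48 for *KAR2*. With library size alone they were 0.99 for *MSI3*, 1.21 for SSA1, 1.56 for *YDJ1*, -0.79 for *FES1* and -0.093 for *KAR2*. With upper quartile factors they were 1.33 for *MSI3*, 1.54 for SSA1, 1.90 for *YDJ1*, -0.46 for *FES1* and 0.24 for *KAR2*. A filter of 50 counts, which changes the genes that set the TMM factors, gave 1.55 for *MSI3*, 1.76 for SSA1, 2.12 for *YDJ1* and 0.46 for *KAR2*. From FPKM plus 1 the values were 1.54 for *MSI3*, 1.75 for SSA1 and 0.46 for *KAR2*, and from FPKM plus 0.1 they were 1.54, 1.76 and 0.46. The depths behind the FPKM values lie near the TMM library sizes, so values close to those of TMM were fixed in advance. Scaling by the ratios of the deposited counts to the first listed Source Data values, with a gene's own ratio left out, gave 1.60 for *MSI3*, 1.81 for SSA1, 2.17 for *YDJ1* and 0.52 for *KAR2*. *MSI3* thus fell just below 2-fold with library size alone and was past it otherwise, and the direction of *KAR2*, which is within 2-fold, changed with library size alone.

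Over the 29 genes whose alternatives were computed singly, 119 of 232 alternative values lay outside the counting interval and 0 reversed a gene that was past 2-fold. The 2-fold line was crossed under some scaling by *MSI3*, *ZUO1*, *CCT8*, *CYB5*, *ERG9*, *HSP90* and *SSA2*, and by *CTA8* (1.02) with the scaling by the Source Data alone. The sign depended on the scaling for *SSZ1*, *KAR2*, *SSC1*, *ERG3*, *CCT2*, *CCT3*, *CCT6* and *TCP1*, and for the medians of the TRiC/CCT, heat shock and oxidative stress lists. For the counts of the 8 lists other than the 7 pathways, 18 of 144 alternative values were more than 1.5 times apart from the value given, and for the 7 pathways in their less frequent direction 3 of 64 were.

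Depth sets the width of the counting intervals. Among the 19 chaperone and chaperone regulator genes at the claims, the widest interval is that of *JJJ3*, at 143 control counts, which spans 3.33 to 3.84. That of *HSP31*, in the heat shock list, is wider, from -3.71 to -2.60. The single library per group and the choice of scaling, which moves every log2 fold change by up to 0.51, are further limits. In the paper's Source Data, the SD of log2 normalized counts between replicates runs from 0.02 to 0.32 over 5 genes, with a median of 0.10.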

Differences from the paper's values

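No value of the paper that could be set beside one computed here, the folds in its text and the normalized counts and folds of its Source Data, was more than 1.5 times apart from it with TMM, median-of-ratios, upper quartile factors or either FPKM pseudocount. The paper's text gives lower bounds for Msi3, Jjj3 and Caj1, which were taken here as the values 3, 9 and 9. How far its own folds for Jjj3 and Caj1 lie from those computed here is therefore not known. Under scaling by library size alone, also set before the data were examined, the folds of *MSI3* (1.99), SSA1 (2.31) and the Caj1 match (4.90) were more than 1.5 times below those in the paper's text. Against the folds of the paper's Source Data, those of *MSI3*, SSA1, *YDJ1* (2.95) and *KAR2* (0.94) were. Some statements of the paper and values from the deposited libraries do not match.

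The paper states a rise of *MSI3* past a threshold that was not reached under the scalings of the design. The value here was 2.84-fold, and the highest of the alternatives set before the data were examined, median-of-ratios scaling, gave 2.95-fold. Scaling by the ratios of the deposited counts to the first listed Source Data values of the other genes in Fig. 6a gave 3.03-fold, past the threshold. This scaling was chosen after seeing the values and rests on the paper's own normalized counts. The paper's own replicates in the Source Data give 3.38-fold for the ratio of the means, and between 3.02 and 3.68 when replicates are taken in the order listed. For Jjj3 the value here, 12.0-fold, lies past the paper's threshold, and with library size alone (8.39-fold) it was short of it. For the gene annotated as the match of Caj1 it was 6.99-fold, 7.26-fold with median-of-ratios and 7.46-fold with the scaling by the Source Data, which are short of it. The paper gives 3 replicates per group, while the folds here are from 1 library each, so these comparisons are between unlike groups. In the Source Data, pairs of SSA1 taken in the order listed also lie as low as 3.51-fold, against 3.96-fold for the ratio of the means. The paper names a low level without 2H as a reason for the rise of these genes. The control level of *JJJ3* was at percentile 19.0 of all compared genes and that of the Caj1 match at percentile 81.2.

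The paper describes the heat shock transcription factor as induced to a lesser extent than the chaperones. *CTA8* was 1.90-fold higher, in the same direction and less than *MSI3*, so no difference is listed for it. The 2-fold line used here was passed only with the scaling by the Source Data (2.03-fold), which was chosen after seeing the values.

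The paper lists Zuo1 and TRiC/CCT among the chaperones without a significant change. No test was possible here. *CCT8* was 2.48-fold higher, while the other six named subunits were within 2-fold. *ZUO1* was 1.99-fold higher with TMM. It was past 2-fold with median-of-ratios, with either FPKM pseudocount, with a filter of 50 counts and with the scaling by the Source Data, and within 2-fold with upper quartile factors (log2 fold change 0.82) and with library size alone (0.48). *CCT8* was also within 2-fold with library size alone. For 5 genes related to ergosterol, the paper reports no significant up-regulation. Of these, *CYB5* was 2.07-fold higher, *ERG11* and *ERG1* were more than 2-fold lower, and *ERG9* and *ERG3* were within 2-fold. *CYB5* was within 2-fold with upper quartile factors and with library size alone.

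The paper describes transcription of essential processes as without significant change, on the basis of the gene ratio of each pathway. The share of list members past 2-fold computed here has another denominator and other lists, so the percentages cannot be set against the paper's. Among the lists used here, 76 of 78 ribosome biogenesis genes, 66 of 74 ribosomal protein genes and 14 of 18 RNA polymerase subunits were more than 2-fold higher, and 4 of 26 proteasome subunits were (0 with library size alone). In the other direction, 42 of 60 carbon metabolism genes and 25 of 35 peroxisome genes were more than 2-fold lower. The same holds for 49 of 90 cell cycle genes and 39 of 87 amino acid biosynthesis genes.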

Other observations

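The tests of reads shared between SSA1 and SSA2 and of a few genes taking most of the counts were chosen after the results were seen, the latter in place of an earlier form on the 10 most abundant genes.

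Shorter protein-coding genes were higher in the 2H library. The median log2 fold change fell from 1.06 in the shortest of 10 groups of the 6064 protein-coding genes by coding length (96 to 438 bases) to -0.65 in the longest (2739 to 15108 bases), with a Spearman correlation across genes of -0.237, where genes are not independent replicates. One hypothesis was that short ribosomal genes and the other gene lists make this trend. With all listed genes left out, the correlation over the remaining 5457 genes was -0.226, which argues against it. A difference between the libraries in RNA integrity or fragment size stays open, as does an effect of 2H, since each group has 1 library.

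This trend may in turn account for changes of whole gene lists, as cytosolic ribosomal proteins have a median coding length of 438 bases and carbon metabolism genes of 1380. Random lists were therefore matched on length as well as expression. The ribosome biogenesis median was above 10000 of 10000 such lists, the ribosomal protein median above 9992 and the carbon metabolism median above 0, which argues against length as the whole cause of these 3 changes. For carbon metabolism, a loss of abundant transcripts of every kind was tested with random lists matched on control expression alone. The median was again above 0 of 10000, which argues against this explanation too. A response of ribosomal and glycolytic genes to 2H is a hypothesis that these tests leave open, as does a difference in growth between the 2 cultures, and neither was tested.

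*SSA2*, looked up after the values of its paralog were seen, fell from 36109 to 18476 normalized counts, a log2 fold change of -1.02 (2.03-fold lower). The fall was past 2-fold with TMM, without a filter (-1.04), with upper quartile factors (-1.20) and with library size alone (-1.54), and just short of it with median-of-ratios (-0.97), with either FPKM pseudocount, with a filter of 50 counts and with the scaling by the Source Data. Reads assigned differently between SSA1 and *SSA2* in the 2 libraries would leave their sum unchanged. The summed counts had a log2 fold change of 0.22 (-0.29 with library size alone), within the largest SD between replicates of 0.32 in the paper's Source Data. Opposite changes of the genes themselves could give such a sum too, so the explanations cannot be told apart from these counts. An earlier form of this test, on the difference of the fold changes, was dropped because the pattern itself fixed its outcome.

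The median gene had a lower count in the 2H library than the totals account for, so that the scaling from TMM and that from library size differ by 0.51 on the log2 scale. The 100 most abundant genes took 34.9% of the 2H library and 28.3% of the control library, and a few genes taking most of the counts is a candidate cause. The 10 most abundant genes, used in the earlier form, took 7.94% and 8.78%. With the 100 most abundant genes of each library left out, 168 in all, a gap of 0.37 remained, so these genes account for part of it and not the whole.

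The remaining lists are given as values. Among 24 heat shock proteins and Hsp90 co-chaperones the median log2 fold change was 0.28 (-0.24 with library size alone), with 7 genes more than 2-fold higher and 4 more than 2-fold lower. The balance changed to 4 higher and 6 lower with library size alone. *HSP31* fell most, 8.76-fold, and *YDJ1* rose most. Among 16 genes of the ER unfolded protein response the median was -0.27, with 3 higher and 6 lower (5 and 5 with the scaling by the Source Data), from *ERO1*, 16.2-fold higher (3407 to 35900 counts), to *PMT4*, 5.23-fold lower. Among 39 oxidative stress genes the median was 0.05 (-0.46 with library size alone), with 14 higher and 10 lower (12 and 14 with library size alone), from *IFD6* to *ZWF1*, 9.91-fold lower. The medians of these 3 lists were above 2358, 1018 and 3823 of 10000 random lists matched on expression. Among 21 hypha-associated genes the median was -1.45, above 27 of 10000, with 4 higher and 11 lower, from *SAP4*, 4.16-fold higher, to *HWP1*, 78.1-fold lower (7096 to 59 counts).

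The deposited counts of the 5 genes in Fig. 6a were divided by the paper's normalized counts in its Source Data. For the control, the 5 ratios had a CV of 0.00122% with the first listed value of each gene (1.30 for all 5) and of 11.7% and 10.2% with the second and the third, and of 7.33% with the mean of the 3. For 2H, the CV was 0.438% with the first listed value, with ratios from 0.786 to 0.795, 17.5% and 21.0% with the others and 12.9% with the mean. No replicate number was assigned to a column from this, and the values of the paper and those computed here are not independent.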
